# CDO1 is a new biomarker to discriminate aggressive forms of prostate cancer

**DOI:** 10.1038/s41388-026-03842-5

**Published:** 2026-06-09

**Authors:** Jeanne Gaspar Lopes, Angel Markovic, Cécile M Champy, Nicolas Aubourg, Jacques RR Mathieu, Federica Alberti, Pascale Soyeux-Porte, Kadiatou Drame, Marine Louarn, Thibaud Jamet, Romain Huc, Alexandre de la Taille, Charles-Antoine Dutertre, Damien Destouches, Francis Vacherot, Virginie Firlej

**Keywords:** Prostate cancer, Tumour biomarkers

## Abstract

Worldwide, prostate cancer (PCa) ranks second in terms of incidence and eighth in terms of mortality. While most cancers remain silent after initial treatment, some tumors recur. At present, we are unable to predict which patients are at risk of recurrence. In order to determine this risk of recurrence as early as at the biopsy stage, and to enable better therapeutic management of patients, it is essential to identify new biomarkers. In this study, we have demonstrated that Cysteine Dioxygenase CDO1 could be a predictive marker in PCa progression. Transcriptomic analysis showed that CDO1 expression is significantly reduced in patients who have relapsed and lower CDO1 expression is associated with poorer survival outcomes. In PCa, CDO1 expression could be regulated by methylation and androgen signaling pathway. Furthermore, inhibition of CDO1 expression in VCaP prostate cancer cells led to increased cell migration and non-adherent growth. Finally, transcriptomic analysis of these cells with inhibited CDO1 expression demonstrates the complex role of CDO1 and its possible involvement in the mechanisms regulating endoplasmic reticulum stress and protein unfolding. Altogether, these results describe the loss of CDO1 as a marker of aggressiveness in PCa. Furthermore, the loss of CDO1 is thought to be responsible for tumor progression in vitro by acting on multiple signaling pathways.

## Introduction

Prostate cancer (PCa) is worldwide the second leading cancer in men and ranks eighth in terms of mortality [1]. While most PCa progress favorably after radiotherapy or radical surgery, 20% of patients will experience recurrence. At this stage, patients will be treated by androgen deprivation therapy (ADT) in combination or not with second-generation hormone therapies. However, resistance to these treatments inevitably develops, leading to metastatic disease and ultimately a fatal outcome. Currently, there is no early test available to guide treatment. Therapeutic strategies are primarily based on the ISUP score, MRI, and PSA level. However, in some cases, patient outcome seems to be independent of the stage and/or the Gleason score which indicates the degree of aggressiveness of the cancer. Thus, it is still impossible to distinguish relapsing and non-relapsing disease. Precise and effective markers would therefore enable us to differentiate those two forms, to better adapt management and avoid any over-treatment that could lead to significant side effects.

Cysteine dioxygenase type 1 (CDO1) is a cytosolic enzyme involved in taurine biosynthesis and in the regulation of cysteine concentration [2]. In physiological condition, this non-heme iron metalloenzyme catalyses the reaction of L-cysteine to cysteine-sulfonic acid (CSA) in the presence of oxygen. CSA can then be converted to hypotaurine to form taurine, or to 3-sulfinylpyruvate to form pyruvate preventing from cysteine accumulation. Defective CDO1 activity is associated with cytotoxicity and neurotoxicity and plays a role in inflammatory (rheumatoid arthritis) and neurodegenerative (Parkinson’s and Alzheimer’s disease) diseases [3]. CDO-/- mice present elevated cysteine levels. In this case, cysteine is metabolized via CDO1-independent pathways. Nevertheless, an excessive increase in H2S/HS- production is observed in tissues, leading to cytotoxicity, particularly in the pancreas and lungs [4, 5]. Abnormal expression of CDO1 mRNA has been observed in several cancers and the vast majority of these involve a decrease in its expression, linked to epigenetic silencing by methylation of its promoter (colorectal, gastric, breast, lung, bladder) [6]. In PCa, studies have shown hypermethylation of the CDO1 promoter in different cancer cell lines compared to healthy cell lines associated with a decrease in CDO1 expression [7]. In cancer cells, CDO1 loss has been shown to elevate intracellular cysteine, reduce cystine uptake, and preserve NADPH, which raises the NADPH/NADP⁺ ratio, therefore enhancing antioxidant defenses which support tumor growth. The excess cysteine also increases GSH production, increasing GPX4 activity and suppressing ferroptosis [8], thereby improving cancer cell survival. With strengthened ROS‑detoxifying capacity, cancer cells become more resistant to oxidative stress and less sensitive to treatments such as anthracyclines [9]. In addition, CDO1 silencing increases H₂S levels, which amplifies the Warburg effect and contributes to mitochondrial dysfunction [10]. Altogether, the metabolic and redox rewiring triggered by CDO1 loss promotes cancer cell proliferation, therapy resistance, and tumorigenesis.

However, few information is available regarding the relationship between CDO1 and tumor growth. In this study, we showed that CDO1 might be an interesting marker in aggressive forms of PCa. We demonstrated particularly its role in tumor proliferation and its potential regulation by AR signaling. Our results suggest that CDO1 expression is positively regulated by AR and that decreased CDO1 expression in tumor cells is correlated with prostate cancer aggressiveness. Finally, our work highlights that CDO1 loss in aggressive PCa could play a role as a protection against Unfolded Protein Response and endoplasmic reticulum stress responses.

## Material and methods

### Human prostate cancer specimens

Prostate tissue samples were collected as part of an Institutional Review Board approved protocol at Henri Mondor Hospital in France (CPP 16169, French). Consent was obtained from all patients. In this cohort, 129 PCa tissue samples were collected, including 116 samples from radical prostatectomy of patients that did not receive prior hormone treatment at the hospital and 13 tissues collected by transurethral resection from Castrate-Resistant Prostate Cancer (CRPC) patients. Among these tissues, 9 HNPC specimens derived from normal peritumoral tissues were paired with tumoral tissues. All information is provided in [11]. The Cancer Genome Atlas (TCGA) cancer 2015 and 2018 data sets based on TCGA Research Network (http://cancergenome.nih.gov) were queried for mRNA expressions in prostate cancer using cBioportal and GTEx data using Xena platform [12].

### Immunohistochemistry analysis

The protocol was performed as previously described with minor modifications [11]. Tissues from Tissue MicroArray with patients from cohort described [11] were sectioned at 5 µm thickness, deparaffinized, and rehydrated. Antigen were unmasked by heat retrieval with pH 9 EDTA buffer for 15 min and endogenous peroxidase activity was inactivated with a 3% hydrogen peroxide solution for 10 min. TMA were then immuno-stained overnight at 4°C with anti-CDO1 antibody diluted in antibody diluent (Zytomed). Immuno-complexes were revealed using the anti-mouse Polink HRP mouse kit and the DAB substrate (Diagomics) with an incubation of the secondary mouse antibody for 30 min at room temperature. Tissues were then stained with hematoxylin and dehydrated. Slides were mounted using Eukitt medium. Protein expression was scored as null (0), weak (1), moderate (2), and strong (3) and the percentage of tumor cells stained was noted. The multiplication of the score and the percentage of stained tumor cells gave the quick score (between 0 and 300). Analysis was performed separately by two investigators (CC and VF).

### HTA2.0 and RNA sequencing data

Transcriptomic data from patient samples can be consulted from GSE200879 and GSE115414. The Cancer Genome Atlas cancer datasets were queried for mRNA expressions in prostate cancer using cBioportal and GTEx data using Xena platform 4.2.

For siCDO1 RNAseq, total RNA was extracted using RNeasy mini kit (Qiagen). RNA concentration and purity were tested using Nanodrop technology. Library preparation, capture, and sequencing analysis were performed by Novogene (UK). Messenger RNA were purified from total RNA using polyT oligo-attached magnetic beads, fragmented, and converted into first-strand cDNA using random hexamer primers, followed by second- strand synthesis incorporating dUTP to generate strand specific (directional) libraries. Libraries underwent end repair, Atailing, adapter ligation, size selection, amplification and purification, and RNA dosage were assessed by Qubit and realtime PCR for quantification, together with electrophoretic evaluation of fragment size distribution. Quantified libraries were pooled according to effective concentration and sequenced on Illumina platforms using paired-end 150 bp chemistry. Raw image files were converted to base-called reads using Illumina’s CASAVA pipeline, generating FASTQ files containing read sequences and associated base-quality scores. Raw reads were processed using inhouse scripts to remove adapter contamination, polyN sequences and lowquality reads, yielding highquality clean reads; standard quality metrics (Q20, Q30, GC content) were computed. Gene level read counts were obtained using featureCounts v1.5.0p3. Differential expression analyses were performed in R (v4.5.2) using DESeq2 (v1.50.2). Each siRNA targeting CDO1 (siCDO1A and siCDO1C) was compared independently to the corresponding siRNA control (siCtrl), and log2 fold changes were moderated using the lfcShrink procedure. The resulting Pvalues were adjusted using the Benjamini–Hochberg method to control the false discovery rate, and genes with an adjusted *P* value ≤ 0.05 were considered differentially expressed. Venn diagrams were generated to visualize the overlap between DEG sets from siCDO1A versus siCtrl and siCDO1C versus siCtrl. Variance-stabilizing transformation (vst) was applied to normalized counts, and genewise zscores were computed for heatmap representation. Functional enrichment analyses were performed using clusterProfiler (v4.18.4) for KEGG pathway enrichment and GO.db (v3.22.0) for Gene Ontology enrichment, based specifically on the subset of genes commonly differentially expressed in both siCDO1A and siCDO1C conditions. RNAseq data are available on the NCBI Gene Expression Omnibus platform under the number GSE326541

### Cell culture

VCaP cell line was obtained from ATCC (ATCC-CRL-2876, Manassas, VA). Cells were cultured in DMEM medium (Thermofischer) supplemented with 10% fetal bovine serum (Thermofischer), 50 IU/mL penicillin (Thermofischer), 100 µg/mL streptomycin (Thermofischer), and 2 nM DHT (Sigma). VCaP cells were cultivated at 37 °C, 5% CO_2_ under humidified atmosphere. The cells were tested monthly for the presence of mycoplasma using the kit Venor®GeM qEP - Mycoplasma qPCR detection kit (Minerva Biolabs).

### Small interfering RNA transfection

Cells were transfected using small interference RNA targeting CDO1 (siCDO1 A 106589, siCDO1 C 146014, Ambion®, Life Technologies) and AR (Eurofins). Briefly, 4.10^5^ or 1.10^4^ VCaP cells were plated in 6 well-plate or 96 well-plate culture dish respectively in complete medium and transfected with 400 pmol or 20 pmol respectively of siRNA/Lipofectamine® RNAiMax (Invitrogen, Life Technologies) mix diluted in optiMEM medium. After 48 h, cells were detached and used to perform RT-qPCR, proliferation, viability, apoptosis, migration assay, and formation of tumorsphere in low adherence conditions.

### Migration assay

In total, 48 h after siRNA transfection, 2.5 × 10^5^ VCaP cells were plated in 8 µm Transwell® in 1% FBS complete medium. Transwell® were added in a 24-well plate with 20% FBS complete medium allowing the cell migration through the membrane pores. After 24 h, membranes were washed twice with DPBS, scraped in order to remove the cells on the top and finally cells were fixed with cold methanol. The membranes were then stained with DAPI and cells were counted on ten fields for each well as described in [13].

### Cell growth assay

Cell viability was estimated by WST1 (Sigma, Roche) or MTT assays. WST1 reactive was added and absorbance was read at 450 nm after 2 h at 37 °C. For MTT assay, MTT reagent was added for 2 h at 37 °C then supernatant was removed and formazan crystals were dissolved in isopropanol while agitated for 30 min, and ultimately, absorbance was read at 550 nm.

### Prostatosphere formation in low adherence condition

Cells were plated in 96-well low adherence plate (1 × 10^3^ and 2 × 10^3^ cells/well) for tumorsphere formation using tumorsphere medium (DMEM F12; B27 supplement; 0.4% BSA; 10 ng/mL basic fibroblast growth factor (FGF), 20 ng/mL epidermial growth factor (EGF), 5 µg/mL insulin). Tumorspheres in 96-well low adherence plate were enabled to grow for 6 days and then pictures were captured using Olympus Cell A software (x100). Measuring the diameter and counting the number of spheres (>50 nm) were done using the Fiji Image J Software.

### Androgenic starvation in VCaP cells

Cells were seeded in 6-well plates (4 × 10^5^ cells/well) in DMEM medium supplemented with 10% FBS and 1% P/S. After 3 days, culture medium was washed three times and replaced with starvation medium (DMEM without red phenol, 10% glutamax, 10% charcoal serum) for 72 h. After 48 h of starvation, 2 nM or 10 nM of DHT or 10 µM of enzalutamide or apalutamide were added for a 6 or 24 h treatment. For the viability assays, cells were seeded in 96-well plates and transfected with siRNAs, 48 h after transfection, culture medium was removed and cells were washed three times and replaced with starvation medium (DMEM without red phenol, 10% glutamax, 10% charcoal stripped FBS) for 48 h and a MTT assay was performed.

### Apoptosis assay

Cells were transfected with siRNA as previously described. The assay was performed 48 h post-transfection following trypsinization and wash in phosphate buffered saline (PBS without Ca^2+^) at room temperature and using the Annexin V Apoptosis Detection Kit FITC (BD Biosciences). Annexin V-FITC and PI binding were detected with a MQ16 flow cytometer (Miltenyi). The flow cytometry results were analyzed by the FlowJo software to calculate the % of Annexin V and PI positive cells.

### Protein preparation and western blot analysis

Treated cells were lysed in RIPA buffer. Protein samples were then denaturated at 95 °C and migrated on 10% acrylamide/bisacrylamide gel. After transfer on a PVDF membrane (ThermoFisher Scientific), blocking was performed in 5% nonfat dry milk for 1 h. Membranes were then incubated overnight at 4 °C with primary antibodies (Supplementary Table 1). Membranes were washed in TBS-tween before incubation with the corresponding HRP-conjugated secondary antibody for 1 h. Immune complexes were detected by chemiluminescence detection with Pierce ECL western blotting substrate (ThermoFischer Scientific) using G:BOX systems (Syngene). The quantification was carried out with the software ImageJ.

### Quantitative real-time RT-qPCR

Total RNA extraction was performed using TRIzol Reagent and chloroform/isopronanol/ethanol method. Total RNA concentration was assessed using Nanodrop One. Retrotranscription was carried out by means of the High-capacity cDNA Reverse Transcription kit (Life Technologies). A total of 50 ng to 500 ng of RNA were used in a total reaction volume of 20 µL.

qPCR was performed using Maxima SYBR Green/ROX qPCR Master Mix on a StepOnePlus Real-Time PCR system (Applied Biosystems, USA). Five nanograms of cDNA were used in a final PCR volume of 20 µL. Final calculations were made according to the 2^-ΔΔCt^ method. The list of primers is available in Supplementary Table 2.

### ChiPseq analysis

Fastq of ChIP-seq with AR antibody from GSE148358 were downloaded from SRA (SRP255862). Low quality reads were removed with default parameters (phred quality < 15) using fastp 1.0.1 [14]. Reads were mapped using Bowtie2 2.5.5 [15] on hg19. BAM were processed with samtools 1.22.1 [16]. Blacklisted regions [17] were removed with bedtools v2.31.1 [18]. Peak calling was done using default parameters with Macs3 3.0.4 [19]. AR binding sites were identified with FIMO 5.0.5 [20] using motifs from JASPAR. Vizualisation was obtained using IGV [21].

### Statistical analyses

All statistical analyses were carried out using GraphPad software. For qPCR analysis with two groups, analysis of TMA, microarrays, TCGA, GDS1439, GSE35988 data with two groups, *t* test two-tailed was performed. For CDO1 Western blot and qPCR between different prostatic cells, qPCR for siRNA validation and analysis of genes regulated following transfection with siRNAs targeting CDO1 or AR, phenotypic tests (migration, proliferation, viability and non-adherent growth), ANOVA analysis was performed followed by Dunnett’s multiple comparison test. For microarray analysis with three or more groups, Western blot and qPCR in relation to androgen withdrawal trials or treatment with enzalutamide and apalutamide, analysis of data from the GDS2592 study, ANOVA analysis was performed followed by Turkey multiple comparison test. The correlation was analysed using Spearman’s test. Survival curves were compared using log-rank (Mantel-Cox) test. Values of *p* < 0.05 were considered significant. Results were expressed as mean ± SD of at least three determinations for each test from three independent experiments unless otherwise specified.

## Results

### CDO1 is under expressed in PCa relapsing patients

In order to identify new markers that can predict tumor aggressiveness and the risk of relapse, we reanalysed GSE 115414 cohort data, considering recurrence status. This cohort includes 13 patients not treated prior to prostatectomy as described in Supplementary Table 3. We identified *CDO1* as part of the strongest under expressed genes in relapsing patient (Fig. 1A, B).

**Fig. 1:**
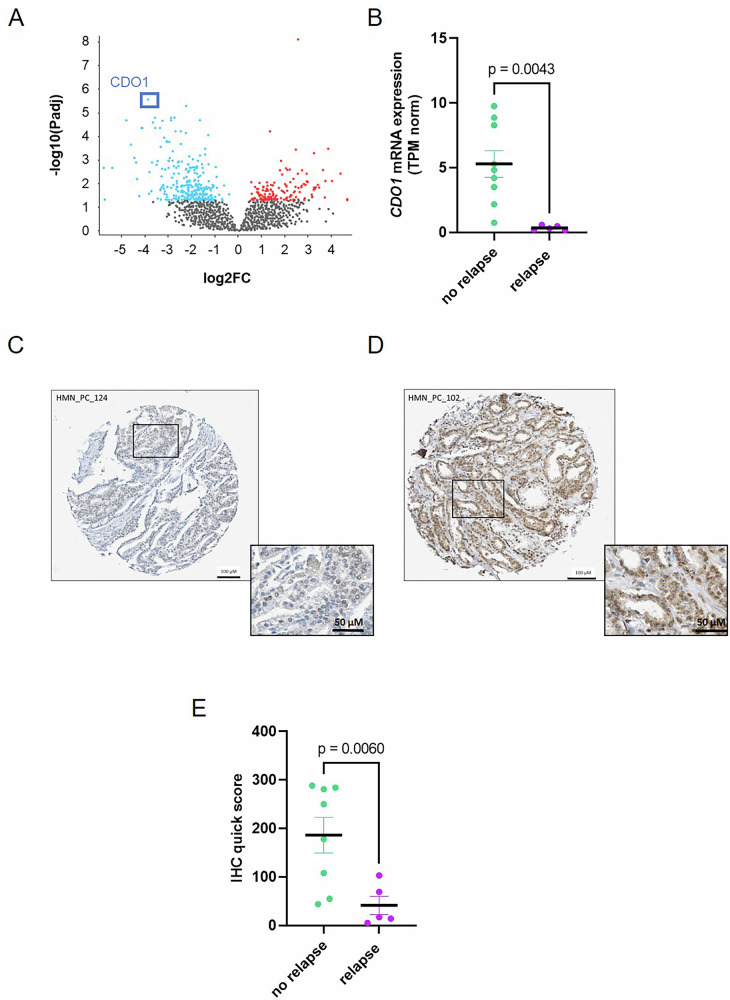
CDO1 is underexpressed in PCa relapsing patients. Analysis from GSE 115414 cohort (8 free of relapse and 5 relapsing patients. **A** Volcano plot of differential gene expression in the RNAseq data between relapsing patients as compared to no relapse patients. Blue square represents CDO1. **B** CDO1 expression by RNAseq. Immunohistochemistry targeting CDO1 protein was performed on tissue microarray from a relapsing patient (HMN_PC_124, **C**) and free of relapse patient (HMN_PC_102, **D**). Scale bars, 100 µm for TMA image and 50 µm for zoom. **E** Staining quantifications of CDO1 expression using quick scores defined by the intensity and the percentage of stained cells. Scores were blind analyzed by a pathologist.

We then assessed the protein expression of CDO1 by IHC on tumor tissues of the same patients. CDO1 expression displayed mainly a nuclear localization, consistent with its attended localization. Its expression was highly decreased in patients with relapse (Fig. 1C) compared to patient with no relapse (Fig. 1D). CDO1 quantification using Quick Score, based on level intensity of the positive tumor cells, demonstrated a significant decrease in CDO1 expression for patients with relapse (Fig. 1E).

### Lower expression of CDO1 is associated with a poorer survival prognostic

To confirm if CDO1 could be a potential biomarker to identify relapsing forms of PCa, we analyzed *CDO1* expression in our GSE200879 cohort [11] which contains more tumor tissue than GSE11514 (Supplementary Table 4). No difference in expression could be detected between normal and tumor tissues (Fig. 2A). Similarly, no significant difference could be found between high-, intermediate- and low-grade tumors but with a decrease in expression with grade (Fig. 2B). In contrary, a significant decrease in *CDO1* expression was detected in tissues from patients who relapsed compared to patients without relapse (Fig. 2C). In an interesting way, patients with low *CDO1* expression have a lower relapse-free survival rate than patients with high *CDO1* expression. (Fig. 2D). In order to validate these results, mRNA *CDO1* expression was evaluated by the analysis of PRAD-TCGA data. This analysis showed a comparable significant decrease in *CDO1* mRNA expression in patients relapsing in comparison with the no relapse group (Fig. 2E). The low *CDO1* expression was also found to be associated with a worse survival rate without relapse (Fig. 2F). Altogether, these data suggest that lower expression of *CDO1* is associated with relapsing and a worse survival prognostic.

**Fig. 2:**
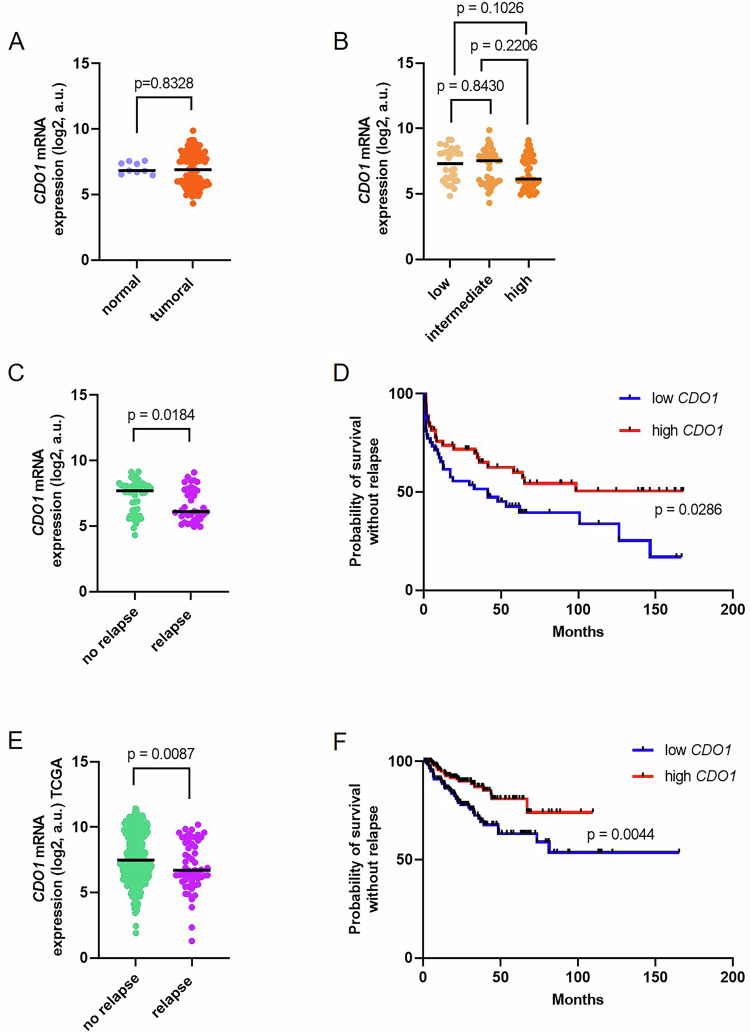
Lower expression of CDO1 is associated with poorer survival pronostic. mRNA expression of CDO1 in prostate tissues as measured by HTA2.0 (GSE200879) (**A**) in 9 normal tissues and 117 PCa (**B**) in 30 low risk, 44 intermediate and 43 high risk PCa, **C** in 52 relapse free PCa and 38 relapse PCa, **D** progression without relapse in GSE200879 in CDO1 low and CDO1 high patients (25% quartile), **E** gene expression of CDO1 in TCGA data using Xena platform. **F** progression without relapse in TCGA data in CDO1 low and CDO1 high patients (25% quartile).

### CDO1 expression is positively regulated by methylation

Methylation of the *CDO1* promoter has been described in many cancers, including PCa. We therefore focused on potential methylation in PCa cases particularly in cases of relapse using the Wanderer platform for PRAD-TCGA. For cg07644368 probe, we observed a strong correlation between *CDO1* mRNA expression and methylation profile (Fig. 3A). By classifying these samples according to relapse or no relapse, hypermethylation was observed in this region in relapsing patients (Fig. 3B), confirming the role of methylation in *CDO1* regulation in recurrence.

**Fig. 3:**
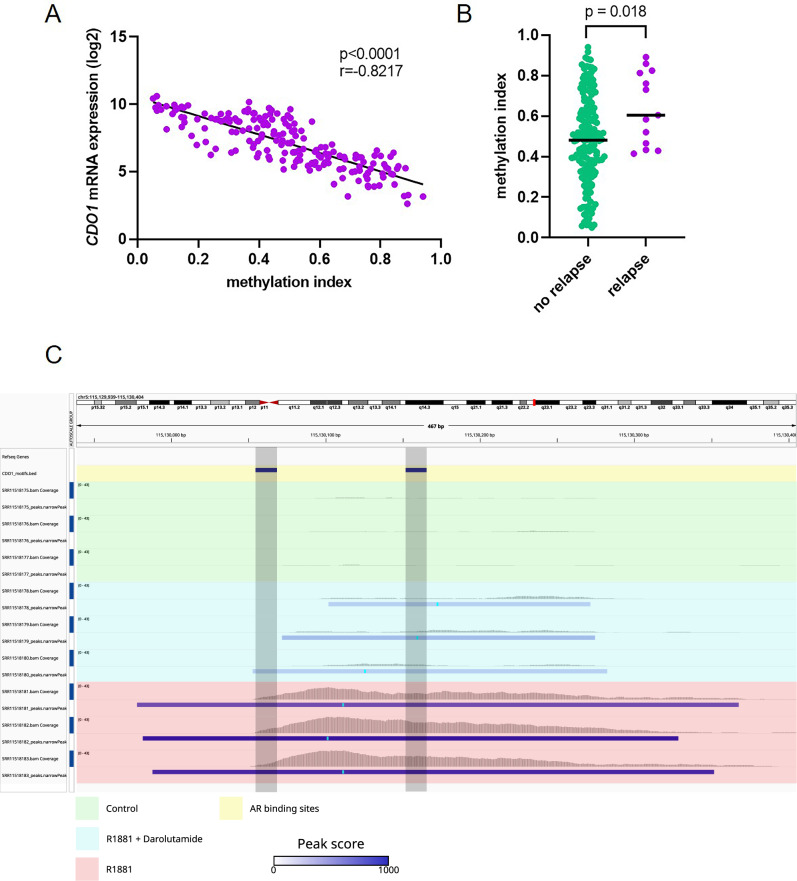
CDO1 expression is regulated by methylation. **A** Correlation between methylation profile at cg07644368 probe and CDO1 mRNA expression by RNAseq using Wanderer platform on TCGA PRAD patients. **B** Methylation profile at cg07644368 probe using Wanderer platform on TCGA PRAD patients. **C** Spatial representation of ChIP-seq enrichment for the androgen receptor (AR) (GSE148358) in regions upstream of the transcription start site of CDO1 gene.

### CDO1 expression is regulated by androgen pathway

PCa is known to be a hormone-dependent cancer in which many molecules involved in aggressiveness have been shown to be linked to regulation by the androgen pathway. We therefore sought to determine whether this was the case for CDO1 and whether it was controlled by androgen signaling. To support this hypothesis, we examined whether RNA-binding sites were present in the region upstream of the transcription start site (TSS) of the human *CDO1* gene and were thus able to identify putative AR-binding sites (Supplementary Fig. 1). To verify whether this binding was effective, we analyzed ChIP-seq data (GSE148358) from VCaP cells treated or untreated with R1881 and/or darolutamide (an AR antagonist). We observed enrichment approximately 10 kb upstream of the *CDO1* gene TSS at one of the putative binding sites in the R1881-treated condition, which decreased in the untreated and darolutamide-co-treated conditions (Supplementary Fig. 1, zoomed in on Fig. 3C). We therefore confirm that AR might bind upstream of the CDO1 gene to regulate it, and that this binding would depend on the presence of androgens.

Moreover, by reanalyzing data from GSD2569 transcriptome analysis [8], which focuses on genes regulated in vivo by androgens, we observed that *CDO1* expression was repressed after castration in mice and re-expressed when testosterone was injected into mice (Supplementary Fig. 2A). Under normal conditions in mice, *CDO1* would therefore be a target of androgens. To support this hypothesis in PCa, we have tested the effect of a modulation in the androgen receptor pathway in vitro using a prostate cancer cell model.

Among the different tested prostate tumor cell lines, the androgen sensitive cell line VCaP cells was the only one in which we observed CDO1 expression at both RNA and protein levels (Supplementary Fig. 2B, C, D). Concerning DHT effect, these cells were first cultivated in androgen deprived medium. After 48 h of deprivation, some cells have been treated with DHT (2 or 10 nM) or not for 6 h and 24 h. As expected, TMPRSS2 expression (positive control) was well reduced following androgen deprivation and overexpressed when DHT was added, whether at 2 or 10 nM (Supplementary Fig. 3A). In the same way, *CDO1* expression was reduced 1.5-fold at 48 h and increased twofold and 2.5-fold after 6 h and 24 h, respectively, with both concentrations (Fig. 4A), suggesting that *CDO1* expression is regulated by DHT.

**Fig. 4:**
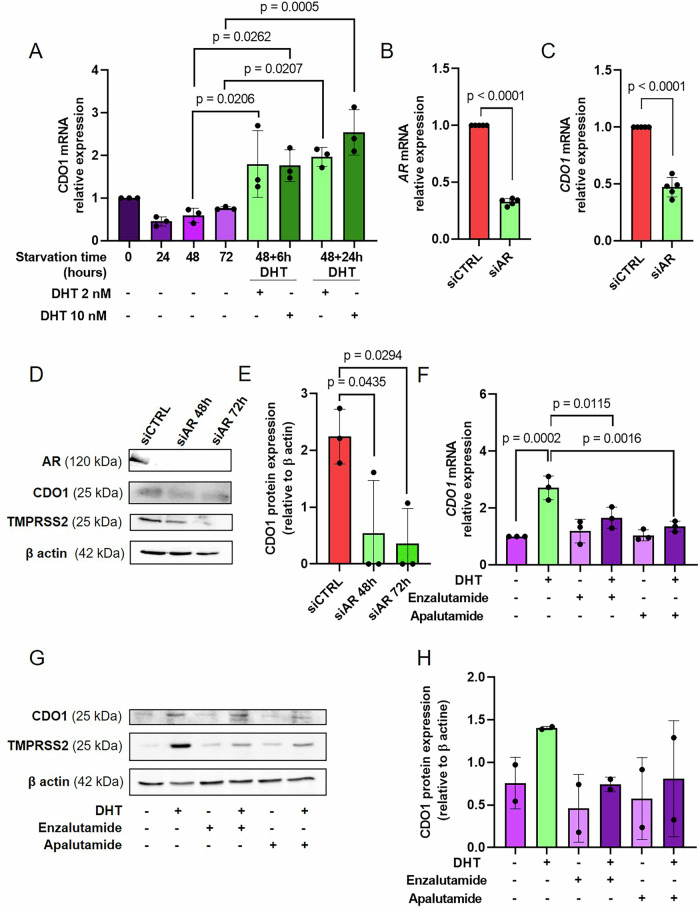
CDO1 expression is regulated by androgen signaling. **A** VCaP cells were starved for 0, 6, 24, 48 and 72 h then rechallenged with DHT (2 nM or 10 nM) after 48 h of starvation for 6 h or 24 h. mRNA levels of CDO1 were assessed by RT-qPCR, relative to RPLP0 expression. Each point represents the mean ± SD of three independent experiments performed in duplicate. **B**–**E** AR expression was disrupted using small interference RNA targeting AR in VCaP cells. mRNA levels performing RT-qPCR of AR (**B**) and CDO1 (**C**), relative to RPLP0 expression. Each point represents the mean ± SD of three independent experiments. **D** Western blot analysis of AR, TMPRSS2, and CDO1 expression in transfected VCaP cells. **E** Quantification of CDO1 protein expression relative to beta-actin. Each point represents the mean ± SD of three independent experiments. **F**–**H** VCaP cells were grown in androgen-free medium in the presence or absence of DHT (10 nM), enzalutamide (10 µM), and apalutamide (10 µM). **F** mRNA levels performing RT-qPCR, of and CDO1 were assessed, relative to RPLP0 expression. Each point represents the mean ± SD of three independant experiments. **G** Western blot analysis of CDO1 and TMPRSS2 in treated VCaP cells. **H** Quantification of CDO1 protein expression relative to beta-actin. Each point represents the mean ± SD of two independent experiments.

We then tested the effect of AR silencing on CDO1 expression in VCaP cells, using small interference RNA. Transfection of VCaP cells with siRNA targeting AR (siAR) was performed during 48 h. AR expression was significantly decreased after 48 h (Fig. 4B and Supplementary Fig. 3B). Likewise, *TMPRSS2* mRNA expression was significantly decreased by 2.5-fold in the siAR condition (Supplementary Fig. 3C). A 2.5-fold decrease of *CDO1* mRNA expression was also observed (Fig. 4C). Again, the same results were observed at the protein level (Fig. 4D, E, Supplementary Fig. 3D).

To confirm the upregulation of CDO1 by androgen signaling, we decided to use two AR antagonists: enzalutamide and apalutamide. As described above, enzalutamide and apalutamide, by competing with DHT, lead to a decrease in *TMPRSS2* mRNA expression in VCaP cells (Supplementary Fig. 3E). With regard to CDO1, in the presence of enzalutamide or apalutamide, DHT no longer induced an increase in *CDO1* expression (Fig. 4F). The same result was observed at the protein level for TMPRSS2 and CDO1 (Fig. 4G, H, Supplementary Fig. 3F). Altogether, these results demonstrate the existence of an AR-CDO1 axis signaling in VCaP cells.

### Decrease in CDO1 transcriptional expression leads to increased tumor growth

CDO1 implication in PCa tumor growth remains poorly described so far. Our previous in situ data showed that a decrease in CDO1 expression was found in patients with an aggressive phenotype. With the aim of understanding CDO1 role in tumor growth and aggressivity, VCaP cells were transfected with siRNA targeting CDO1 in order to decrease its expression. The silencing efficiency of siCDO1 A and C was confirmed with a decrease of 20-fold and 100-fold, respectively of mRNA expression and protein expression (Fig. 5A and Supplementary Fig. 4A, B). We were initially interested in the impact of CDO1 on cell growth and no significant difference of proliferation index was observed between siCDO1 A, C, and control conditions (Fig. 5B). To investigate the potential effect of CDO1 on cell migration, a Transwell® migration assay was carried out on the three conditions. A strong increase in migration of siCDO1 transfected cells was observed through the transwell membrane, suggesting a role for CDO1 in PCa cell migration (Fig. 5C). Another important factor in tumor aggressiveness is growth in non-adhesion condition, the impact of siCDO1 was evaluated on the formation of prostatospheres. The number of spheres was increased by threefold in the siCDO1 conditions A and C compared to the control condition. (Fig. 5D, E) suggesting an effect of CDO1 on PCa aggressiveness. In conclusion, loss of CDO1 appears to be involved in the migration and aggressiveness of PCa cells in vitro.

**Fig. 5:**
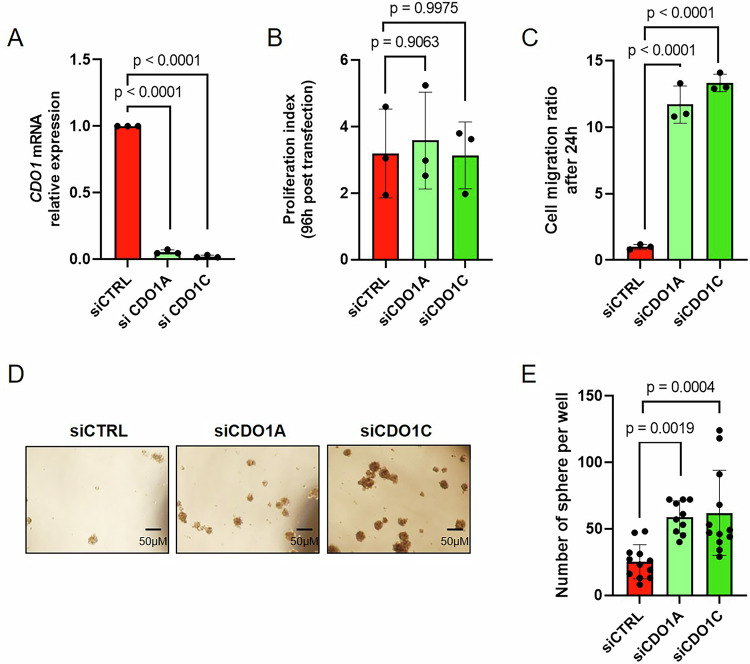
Decrease in CDO1 transcriptional expression leads to increased tumor growth. CDO1 expression has been disrupted using interfering RNA control or targeting CDO1 in VCaP cells for 48 h. **A** mRNA level of CDO1 performing RT-qPCR was assessed, relative to RPLP0 expression. Each point represents the mean ± SD of three independent experiments. **B** Cell migration of VCaP cells from 1% FBS medium to 20% FBS medium was analyzed using Transwell® assay. Each condition was made in triplicate. For each triplicate, cells undergoing migration were counted on ten fields. **C** Cell proliferation was measured using WST1 every 24 h during 4 days. Proliferation index at 96 h post transfection was calculated in triplicate. Each point represents the mean ± SD of three independent experiments. **D** Effect of CDO1 inhibition on tumorsphere formation observed by optique microscopy. **E** Determination of sphere forming. Each point represents a well counted from 4 independent experiments conducted in triplicate.

### Loss of CDO1 is associated with response to reticulum endoplasmic stress

To go further in our study, we investigated pathways associated with CDO1 expression decrease. 

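VCaP, an established prostate cancer cell line, was transfected with a control siRNA (siCtrl) or with 1 of 2 siRNAs targeting CDO1 (siCDO1A and siCDO1C), and 3 libraries were sequenced for each condition. The paper's text does not name the control siRNA and does not give the sequences of the siRNAs. Messenger RNA was selected by its poly(A) tail, made into strand-specific libraries and read from both ends on an Illumina instrument. The authors removed adapter sequences and low-quality reads, counted the reads of each gene with featureCounts and deposited these counts without normalization. The paper's text does not state the aligner, the genome build or the strand setting of the counting. The gene coordinates deposited with the counts are those of GRCh38. The total count per library ranged from 12554626 to 16073698 in siCtrl cells (median 12732842), from 12282668 to 15239414 in siCDO1A cells (median 14788938) and from 12061295 to 14537158 in siCDO1C cells (median 13243375). At these depths, a gene without a single count in a library could still have been present at a level of between 0.187 and 0.249 CPM (counts scaled to the library's total), the equivalent of 3 counts, a limit that covers counting error only. The paper compared each siRNA independently with siCtrl in DESeq2 and moderated the log2 fold changes. Here, the deposited counts of the groups compared were normalized with the TMM method of edgeR and tested with its quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 were counted as changed. Of the 58735 genes in the count table, the 15555 kept by edgeR's filter on low counts over the 9 libraries were tested. The level of a gene is given in CPM after TMM normalization. The labels give the libraries of each condition the batch numbers 1 to 3, and a fit with this number as a block was run as an alternative.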

RNAseq was performed on VCaP transfected with siRNA control or targeting CDO1. In this experiment, *CDO1* expression was significantly reduced by 82% and 88% with siCDO1 A and C, respectively (Supplementary Fig. 5A). 

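CDO1 (ENSG00000129596), which encodes cysteine dioxygenase, lies on chromosome 5 of GRCh38 from 115804733 to 115816954. Its level was 14.0 ± 0.277 CPM (SD, n = 3) in siCtrl cells, 2.5 ± 0.675 CPM (SD, n = 3) in siCDO1A cells and 1.69 ± 0.976 CPM (SD, n = 3) in siCDO1C cells. The reduction against the siCtrl mean was 82.1% ± 4.83 (SD, n = 3) with siCDO1A and 87.9% ± 6.98 (SD, n = 3) with siCDO1C, which makes CDO1 5.58-fold and 8.28-fold lower. Every siRNA library lay below every siCtrl library (two-sided exact permutation test, p = 0.1 for each siRNA, the smallest p that 3 libraries against 3 allow). In edgeR, the log2 fold change was -2.50 with siCDO1A (standard error 0.167, adjusted p = 3.0e-09) and -3.05 with siCDO1C (standard error 0.239, adjusted p = 3.9e-06). The reduction moved most when single libraries were left out, and stayed between 80.5% and 84.9% with siCDO1A and between 85.8% and 91.9% with siCDO1C. Set against each other, siCDO1C and siCDO1A gave a log2 fold change of CDO1 of -0.56 (standard error 0.35), which was not past the threshold (adjusted p = 0.826; exact permutation test, p = 0.3). Of the siCDO1C libraries, replicates 1 and 3 lay below every siCDO1A library and replicate 2 among them.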

Based on a qAdj-value of 0.05, 1383 genes were regulated between siCDO1 A transfected cells and siCtrl cells and 1013 between siCDO1 C transfected cells and siCtrl cells. 

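Here, 2309 genes were changed with siCDO1A, 1146 of them higher and 1163 lower than in siCtrl cells. With siCDO1C, 742 genes were changed, 353 higher and 389 lower. The variation between libraries of one condition differed between the groups. The common biological coefficient of variation, estimated within each condition, was 5.26% in siCtrl cells, 7.06% in siCDO1A cells and 10.8% in siCDO1C cells. The counts depended on single libraries. Across the fits that each left out 1 library, siCDO1A gave from 1292 to 3454 genes and siCDO1C from 263 to 2068 genes, with both of the highest numbers reached without 1 siRNA library (siCDO1A replicate 3 and siCDO1C replicate 2, respectively). With the replicate number as a block, siCDO1A gave 1358 genes. A gene past the threshold with only 1 siRNA is not thereby shown to differ between the siRNAs. There were 1744 genes past the threshold with siCDO1A only and 177 with siCDO1C only. The siRNAs were also compared directly, without the siCtrl libraries. In that test 69 genes differed, 38 higher and 31 lower with siCDO1C than with siCDO1A.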

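From the deposited counts, 565 genes were changed with both siRNAs, 296 higher with both, 267 lower with both, and 2 (PAFAH1B2 and RTL8C) in opposite directions. Of the 563 genes changed in the same direction, 556 had all 6 siRNA libraries beyond all 3 siCtrl libraries, which follows largely from their choice by the threshold (chance gives 2.38% of genes not chosen this way). Across the genes tested, which are not independent replicates, the log2 fold changes with siCDO1A and with siCDO1C had a Pearson correlation of 0.696 and a Spearman correlation of 0.681, and 76.6% of genes had the same sign with both. Both comparisons use the same siCtrl libraries, which makes their fold changes alike even where nothing has changed. In 50 simulations of unchanged groups against shared controls, the Pearson correlation had a median of 0.498 and a maximum of 0.532, and the share of genes with the same sign had a median of 66.6% and a maximum of 67.2%. Over the other groupings of the 9 real libraries among 100, which mix the conditions, the correlation had a median of 0.517 and reached 0.696, so that its size alone does not set the real grouping apart. No simulation gave a gene past the threshold with both groups, and a median of 157 genes had an unadjusted p under 0.05 with both. When the siCtrl libraries were divided so that the comparisons shared none, the Pearson correlation lay between 0.427 and 0.494 over the 6 possible arrangements. With 1 library left out, the number of shared genes lay between 209 (without siCtrl replicate 3) and 1045 (without siCDO1C replicate 2), and it was 1148 with trends with GC content and gene length removed, a correction chosen after seeing the data. In a principal component analysis of 11337 genes, the first component (36.6% of the variance) separated the siCtrl libraries, at -14.8 to -11.0, from the siRNA libraries, at 0.229 to 12.5. On the second component (21.2%), siCDO1C replicate 2 lay at -12.5 and the other siCDO1C libraries at 9.65 and 12.4.

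**Figure D1:**
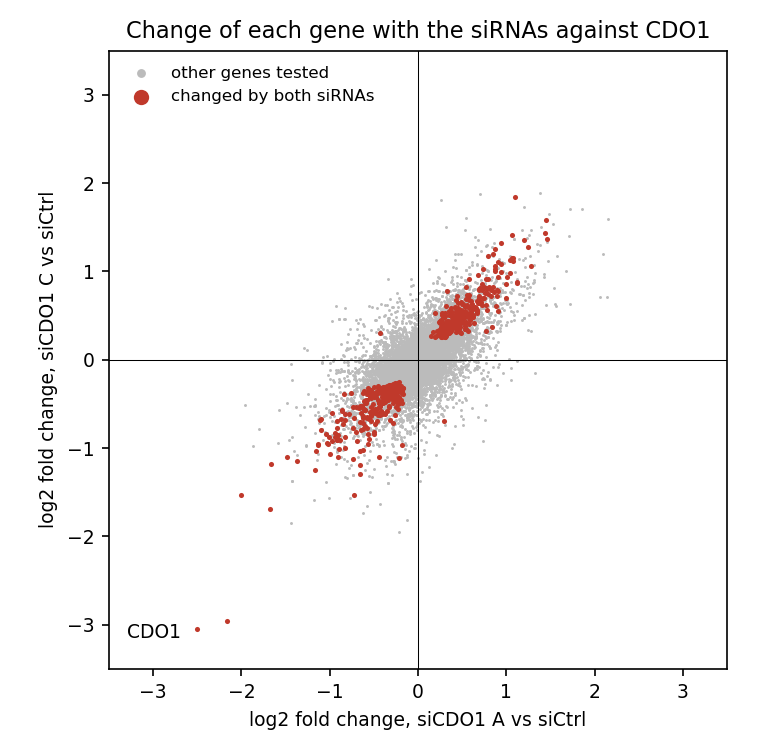
Log2 fold change against siCtrl of each gene tested, with siCDO1A on the x axis and siCDO1C on the y axis. The 565 genes changed with both siRNAs are in red, and all but 2 of them lie in the lower left and upper right, with CDO1 the lowest on both axes.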

Combining the results of both siRNA, 608 genes dysregulated have been described (Fig. 6A, Supplementary Fig. 5B, C). 

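Among the genes changed with both siRNAs, 3 were higher by a log2 fold change over 1.3 with each of them, CHPF, HIPK3 and RASGRP2. CHPF (ENSG00000123989, chromosome 2, 219538947 to 219543787) had a log2 fold change of 1.46 with siCDO1A (standard error 0.0721, adjusted p = 6.0e-11) and 1.37 with siCDO1C (0.0822, adjusted p = 3.3e-07). HIPK3 (ENSG00000110422, chromosome 11, 33256672 to 33357023) rose by 1.44 (0.0947, adjusted p = 3.0e-09) and 1.44 (0.113, adjusted p = 3.9e-06). RASGRP2 had from 5 to 8 counts per library in siCtrl cells, rose by 1.45 and 1.58 (adjusted p = 0.0373 and 0.0423), and was no longer past the threshold with the replicate number as a block (adjusted p = 0.0683 and 0.0617). F2R (ENSG00000181104, chromosome 5, 76716043 to 76735781), ALCAM (ENSG00000170017, chromosome 3, 105366909 to 105576900), TMEM254-AS1 and UBTFL1 passed 1.3 with siCDO1C alone. F2R rose by 1.07 with siCDO1A (0.085, adjusted p = 3.3e-08) and 1.42 with siCDO1C (0.0854, adjusted p = 3.3e-07). ALCAM rose by 0.94 (0.0885, adjusted p = 3.2e-07) and 1.32 (0.0902, adjusted p = 1.3e-06). The corresponding log2 fold changes of TMEM254-AS1 were 1.20 and 1.36 (adjusted p = 1.6e-04 and 8.1e-04), and those of UBTFL1 were 1.10 and 1.85 (adjusted p = 0.0215 and 0.00212). UBTFL1 had from 10 to 15 counts per library in siCtrl cells, and with siCDO1A its adjusted p was 0.0881 without siCtrl replicate 1. TMEM254-AS1 is annotated as antisense, and UBTFL1 is a member of a family of similar genes, so that their counts depend on the strand and multiple-mapping settings of the counting, which are not stated. All 6 siRNA libraries lay above all 3 siCtrl libraries for each of these 7 genes. The difference between siCDO1A and siCDO1C was not past the threshold for F2R (adjusted p = 0.125), ALCAM (adjusted p = 0.0998) or UBTFL1 (adjusted p = 0.338). The annotated 3′UTRs of CHPF, HIPK3, F2R and ALCAM each hold the sequence GCAGTACA, and that of RASGRP2 does not. It is present in 51 of the 276 genes higher with both siRNAs that have an annotated 3′UTR, and in 197 of the 12448 genes not changed by both. No 3′UTR of UBTFL1 or TMEM254-AS1 was in the annotation used.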

Only six RNAs displayed overexpression greater than 1.3 log-2 fold change after inhibition of CDO1 by either one of the two siRNAs: *F2R*, *ALCAM*, *TMEM254-AS1*, *HIPK3*, *UBTFL1*, and *CHPF* (Fig. 6B and Supplementary Fig. 6). Furthermore, only *SLC7A11* and *CDH2* appeared to be greatly reduced. 

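SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349), which encodes a cystine transporter subunit, had a log2 fold change of -0.72 with siCDO1A (standard error 0.0909, adjusted p = 1.5e-05) and -1.53 with siCDO1C (0.113, adjusted p = 2.8e-06). The direct comparison gave -0.81 for siCDO1C against siCDO1A (0.126, adjusted p = 0.0043). Its 3′UTR holds the sequences ACATCAA, CATCAAA and TACATCA, which were over-represented among genes lower with siCDO1C than with siCDO1A. CDH2 (ENSG00000170558, chromosome 18, 27950966 to 28177446), which encodes N-cadherin, had a log2 fold change of -1.67 with siCDO1A (0.198, adjusted p = 7.3e-06) and -1.18 with siCDO1C (0.209, adjusted p = 0.00409). The difference between the siRNAs in CDH2 was not past the threshold (0.49, standard error 0.243, adjusted p = 0.678). Apart from CDO1, 3 genes were lower by more than 1.3 with both siRNAs, all of them with few counts. TMPRSS11F, with 15 to 29 counts in siCtrl libraries, had log2 fold changes of -2.0 and -1.53 (adjusted p = 0.00269 and 0.0361). SLC4A1APP1, a processed pseudogene with 13 to 38 counts, was at -2.17 and -2.96 (adjusted p = 0.00495 and 0.0123). ELOVL2-AS1, annotated as antisense and with 15 to 27 counts, was at -1.67 and -1.69 (adjusted p = 0.00828 and 0.0487). The counts of a pseudogene and of antisense genes depend on how multiple-mapping reads and the strand were handled. For each of these 5 genes, all 6 siRNA libraries lay below all 3 siCtrl libraries. With siCDO1C, TMPRSS11F, SLC4A1APP1 and ELOVL2-AS1 each lost their call without siCtrl replicate 1 (adjusted p = 0.0985, 0.0635 and 0.119). The count of genes lower by this much with both siRNAs was 1, CDO1 itself, where at least 10 counts were required in every library.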

Interestingly, it should be noted that *ALCAM*, *HIPK3* and *CHPF* have already been related to cell migration and aggressiveness in prostate or others cancers confirming the previous results. 

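The genes changed with both siRNAs had small fold changes. Their median absolute log2 fold change was 0.444 with siCDO1A and 0.466 with siCDO1C, and 21 of them (3.72%) exceeded 1 with both siRNAs. Among all genes past the threshold, 100 exceeded an absolute log2 fold change of 1 with siCDO1A and 58 with siCDO1C. At the stricter adjusted p of 0.01, 204 genes were changed with both siRNAs. In counts simulated after the siCDO1A comparison, with changed genes drawn only above a minimum count, edgeR recovered 99% of genes changed by 1 on the log2 scale. It recovered 76% of those changed by 0.5. Recovery with siCDO1C, whose libraries varied more, was not measured. Nor was it measured for calls with both siRNAs or for genes with few counts.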

Given that few genes exhibit significant gene dysregulation, we searched for pathways that could be modulated by CDO1 inhibition. For this purpose, a KEGG enrichment analysis was carried out (Fig. 6C). 

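The KEGG gene sets were not used here, and 9 lists of genes written by hand stand in for them. Each list was tested with camera, which asks whether the genes of a list shift together against all other genes, and the p-values were adjusted over the 18 tests. The 53 genes of the DNA replication list had a median log2 fold change of 0.19 with siCDO1A (adjusted p = 6.5e-09 by limma's camera) and 0.19 with siCDO1C (adjusted p = 4.1e-08). With siCDO1A, 21 of these genes were higher and 1 lower past the threshold over all genes tested, and 26 passed when adjusted over the list alone. With siCDO1C, 11 were higher past the threshold, and 18 passed when adjusted over the list alone. The androgen response list (33 genes) had a median of 0.09 with siCDO1A (adjusted p = 4.8e-04) and 0.05 with siCDO1C (adjusted p = 0.171). With siCDO1A, 11 of its genes were higher and 4 lower over all genes tested (17 adjusted over the list alone), and with siCDO1C 4 were higher and 4 lower (13 adjusted over the list alone). The cholesterol synthesis list (24 genes) was at 0.12 with siCDO1A (adjusted p = 0.0695) and -0.12 with siCDO1C (adjusted p = 0.0631). Over all genes tested, 7 of its genes were higher and 1 lower with siCDO1A, and 1 was lower with siCDO1C, against 11 and 4 adjusted over the list alone. The list of cysteine, taurine and glutathione genes (22 genes, CDO1 not included) was at 0.05 with siCDO1A (adjusted p = 0.581). With each siRNA, 1 of its genes was higher and 2 lower over all genes tested, against 3 with siCDO1A and 5 with siCDO1C adjusted over the list alone. With siCDO1C its median was 0.04 while camera placed the list lower than other genes (adjusted p = 0.0443). This call did not hold under fry (adjusted p = 0.0752). It was also lost without siCtrl replicate 3 (adjusted p = 0.0534), siCDO1C replicate 1 (adjusted p = 0.15) or siCDO1C replicate 3 (adjusted p = 0.122). Without siCDO1C replicate 2 the median was -0.02 and the call held (adjusted p = 0.00413), as it did without siCtrl replicate 1 or 2. The interferon response list (22 genes) was not past the threshold with siCDO1A (median -0.02, adjusted p = 0.571) or siCDO1C (median -0.05, adjusted p = 0.813). Its median with siCDO1A was 0.029 without a filter on low counts, and without siCtrl replicate 1 the medians were 0.004 and 0.047. With siCDO1A, 1 of its genes passed over all genes tested and 1 adjusted over the list alone, and with siCDO1C 0 passed either way, with 1 higher and 1 lower at an unadjusted p under 0.05. Camera takes a fixed small correlation between genes. Under fry, which makes no such assumption, the DNA replication list passed with both siRNAs and the androgen response list with siCDO1A. With the correlation estimated from the data, only the DNA replication list with siCDO1A remained past the threshold among these lists (adjusted p = 0.0155).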

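A hand-written list of 163 genes of protein processing in the endoplasmic reticulum was set against the genes changed with both siRNAs. Of its 159 genes tested, 22 were changed with both siRNAs (13.8%, against 3.63% of all genes tested), an odds ratio of 4.39 (95% confidence interval 2.64 to 6.99, two-sided Fisher's exact test, p = 7.0e-08). None of 10000 random lists matched on mean expression held as many, where the mean was 7.98 genes (permutation p = 1e-04, the smallest they can give). Of the 22 genes, 17 were lower and 5 higher. Taken by direction, the odds ratio was 7.25 among genes lower with both siRNAs (Fisher's exact test, p = 2.0e-09) and 1.69 among genes higher with both (p = 0.233 by Fisher's exact test). Over the alternative fits, the overall odds ratio lay between 2.88 (1 edgeR fit of all 9 libraries) and 6.89 (no filter on low counts). As a whole, the list had a median log2 fold change of -0.08 with siCDO1A (camera, adjusted p = 3.4e-04) and -0.10 with siCDO1C (adjusted p = 7.4e-07). It also passed under fry (adjusted p = 0.00316 and 0.00504), but not with the correlation estimated (adjusted p = 0.0762 for each siRNA). In the list, 57 genes passed with siCDO1A and 48 with siCDO1C when adjusted over the list alone, against 44 and 33 over all genes tested. The list holds all 19 genes drawn in Fig. 6D, which the study chose on these libraries, and most of the 22 changed genes are from that panel. The tests of the list are therefore not independent of the paper's own result. Of the 19 genes of Fig. 6D, 17 were changed with both siRNAs here. The others, ERN1 (adjusted p = 0.0521) and UBE2J1 (adjusted p = 0.0686), were past the threshold with siCDO1A only. The number was 14 with the replicate number as a block, where MAGT1, UBE2G2 and DNAJC10 lost a call, and 9, 8 and 10 without siCtrl replicate 1, 2 and 3, respectively. Among the 5 higher genes, SAR1B had the largest change, 0.91 with siCDO1A (standard error 0.079, adjusted p = 1.2e-07) and 1.10 with siCDO1C (0.0882, adjusted p = 3.9e-06). The 3′UTRs of SAR1B, SEC63, SEC24A and MOGS hold the sequence GCAGTAC, which is in the 3′UTR of none of the 14 lower genes. Among genes whose 3′UTR lacks this sequence, 18 of 150 listed genes were changed with both siRNAs (odds ratio 3.97, Fisher's exact test, p = 3.7e-06). Among the lower genes, HERPUD1 had log2 fold changes of -0.50 (0.0578, adjusted p = 5.0e-06) and -0.82 (0.0769, adjusted p = 2.0e-05), and SEC24D of -0.54 (0.0689, adjusted p = 1.8e-05) and -0.63 (0.083, adjusted p = 4.7e-04). For SAR1B, HERPUD1 and SEC24D, as for ERN1 and UBE2J1, no siRNA library overlapped the siCtrl libraries.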

Among all the pathways identified in this analysis, we can highlight in particular a modulation of the ‘protein processing in endoplasmic reticulum’ pathway (19 genes, Fig. 6D). To confirm these results, we also performed a GO enrichment analysis, showing enrichment on GO related to endoplasmic reticulum (ER) stress, unfolded protein and unfolded protein response (UPR) (Figs. 6E, F). 

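Of the 18 genes drawn in Fig. 6F, 14 were changed with both siRNAs from the deposited counts, and 18 with DESeq2 fitted to all 9 libraries. ERN1, THBS1 (adjusted p = 0.0796), HSPA13 (adjusted p = 0.0693) and CCND1 (adjusted p = 0.0916) were past the threshold with siCDO1A but not with siCDO1C. The number was 8 without siCtrl replicate 1, without siCtrl replicate 2 or without siCDO1C replicate 1. CREBZF and ERMP1 were higher, and their 3′UTRs hold the sequence GCAGTAC. CREBZF rose by 0.38 with siCDO1A (standard error 0.0593) and 0.35 with siCDO1C (0.0753), and ERMP1 by 0.45 (0.0971) and 0.72 (0.108). Among the 16 lower genes, CREB3L1 had log2 fold changes of -0.65 (0.137, adjusted p = 0.00265) and -1.19 (0.146, adjusted p = 2.8e-04), and DNAJB9 of -0.74 (0.112, adjusted p = 1.1e-04) and -0.53 (0.119, adjusted p = 0.0185). CREB3L2 was at -0.44 with siCDO1A (0.0702, adjusted p = 1.9e-04) and -1.11 with siCDO1C (0.129, adjusted p = 4.3e-04), a difference between the siRNAs that was itself past the threshold (adjusted p = 0.0393). The 3′UTRs of CREB3L1, CREB3L2, CREBZF and HSPA13 hold the sequence ACATCAA, and of these genes only CREB3L2 differed between the siRNAs past the threshold (CREB3L1 by -0.531, CREBZF by -0.026 and HSPA13 by 0.045 on the log2 scale, adjusted p = 0.284, 0.986 and 0.978). AGR2, which encodes a protein disulfide isomerase, was at -0.41 (0.0558, adjusted p = 3.6e-05) and -0.62 (0.103, adjusted p = 0.00318). For each of these 6 genes, all 6 siRNA libraries lay on the same side of all 3 siCtrl libraries.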

CDO1 therefore appears to be involved in pathways related to the UPR and ER stress. 

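The target genes of the UPR were examined as lists written by hand. The list of ATF6 and XBP1 targets (44 genes) had a median log2 fold change of -0.20 with siCDO1A (limma's camera, adjusted p = 9.3e-13) and -0.32 with siCDO1C (adjusted p = 3.2e-30). Of these genes, 40 had a log2 fold change under 0 with both siRNAs. With each siRNA, 22 were lower past the threshold over all genes tested, while 29 with siCDO1A and 38 with siCDO1C passed when adjusted over the list alone. This list passed under fry (adjusted p = 8.6e-05 and 0.00316) and with the correlation estimated (adjusted p = 0.0155 and 0.0386). The list of ATF4 targets (41 genes) had a median of -0.04 with siCDO1A (adjusted p = 0.0458) and -0.26 with siCDO1C (adjusted p = 5.1e-14). With siCDO1A, 1 of these genes was higher and 5 lower past the threshold over all genes tested (11 adjusted over the list alone), and with siCDO1C 13 were lower (23 adjusted over the list alone). With siCDO1A this list passed under fry (adjusted p = 0.00837) but not with the correlation estimated (adjusted p = 0.135), while with siCDO1C it passed under both (adjusted p = 0.00316 and 0.0386). With each library left out in turn, the median of the ATF6 and XBP1 list stayed between -0.20 and -0.19 with siCDO1A and between -0.39 (without siCDO1C replicate 2) and -0.29 with siCDO1C. Leaving out siCDO1A replicate 3 moved the median of the ATF4 targets with siCDO1A to -0.08 (adjusted p = 0.116). With siCDO1A the ATF4 targets also fell short without siCtrl replicate 1 (adjusted p = 0.0538) or siCtrl replicate 3 (adjusted p = 0.0511). They passed with each of the other libraries left out. The lists share genes with the ER list and with Figs. 6D and 6F. From the KEGG and GO enrichments among the genes changed with both siRNAs, the paper proposes that CDO1 takes part in pathways of the UPR and ER stress. It also draws on viability and apoptosis without androgens and on RT-qPCR of CALR, CANX, ATF4 and BIP, measurements not analysed here.

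**Figure D2:**
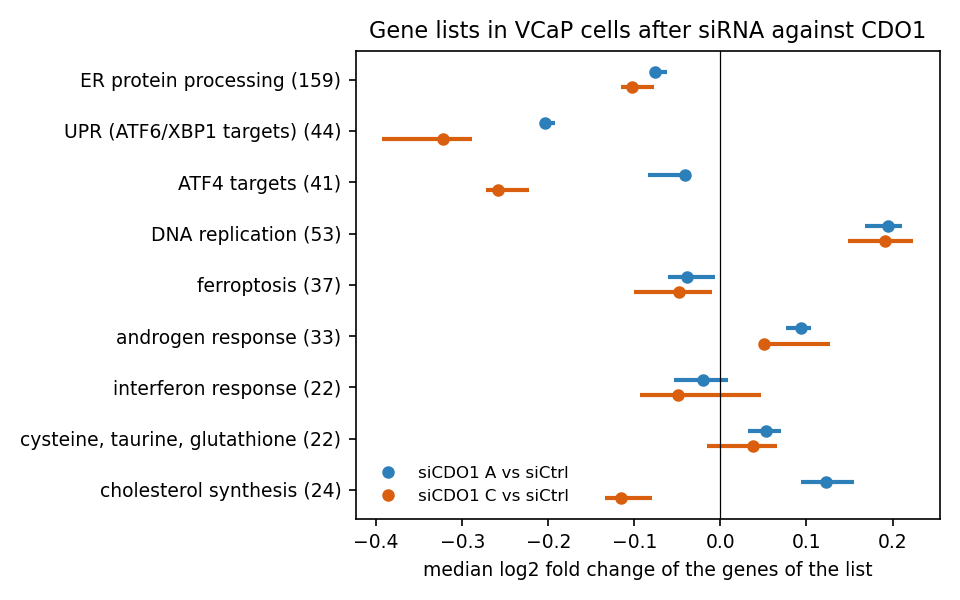
Median log2 fold change against siCtrl of the genes of each of the 9 lists, with the number of genes in parentheses, for siCDO1A (blue) and siCDO1C (orange). Points are medians over the 6 libraries of a comparison and bars the range of the medians with each library left out in turn, and the ATF6 and XBP1 targets lie lowest with both siRNAs, at -0.20 and -0.32.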

As these different mechanisms and gene are often linked to cell death or viability mechanisms we therefore focused on the impact of CDO1 under androgen deprivation stress condition, described as inducer of ER stress [22]. Indeed, after 48 h without androgens, we observed an increase in viability of CDO1-inhibited VCaP (Fig. 7A) and an inhibition of apoptosis induced by androgen deprivation (Fig. 7B). In addition, we investigated the regulation by CDO1 of four genes involved in this pathway (CALR, CANX, ATF4, and BIP) and were able to demonstrate that these four genes were dysregulated following inhibition of *CDO1* by RNA interference (Fig. 7C). Altogether these results demonstrate a new role of CDO1 in response to reticulum endoplasmic stress.

**Fig. 6:**
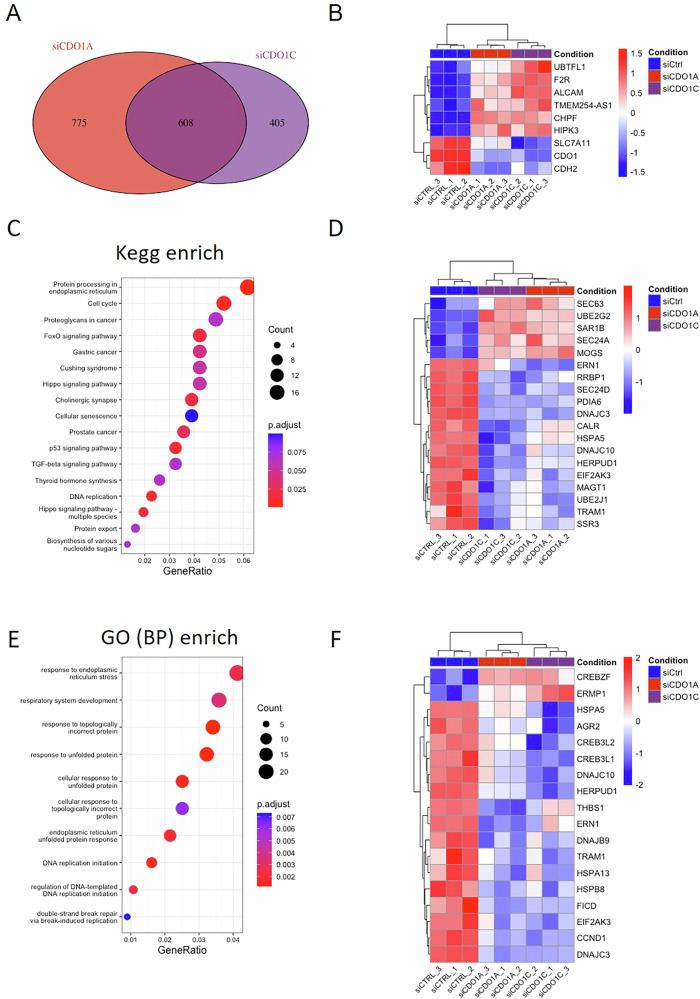
Loss of CDO1 is associated with response to reticulum endoplasmic stress. **A** Venn diagram showing the differentially expressed (DE) genes on VCaP transfected by siCDO1C and siCDO1A as compared to siCtrl. **B** Heatmap of DE genes FC > 1.3 qAdj<0.05. **C** KEGG analysis of the DE genes qAdj<0.05. **D** Heatmap of « protein processing in endoplasmic reticulum » for DE genes. **E** Gene Ontology of DE genes qAdj<0.05. **F** Heatmap of « response to endoplasmic reticulum stress » for DE genes.

**Fig. 7:**
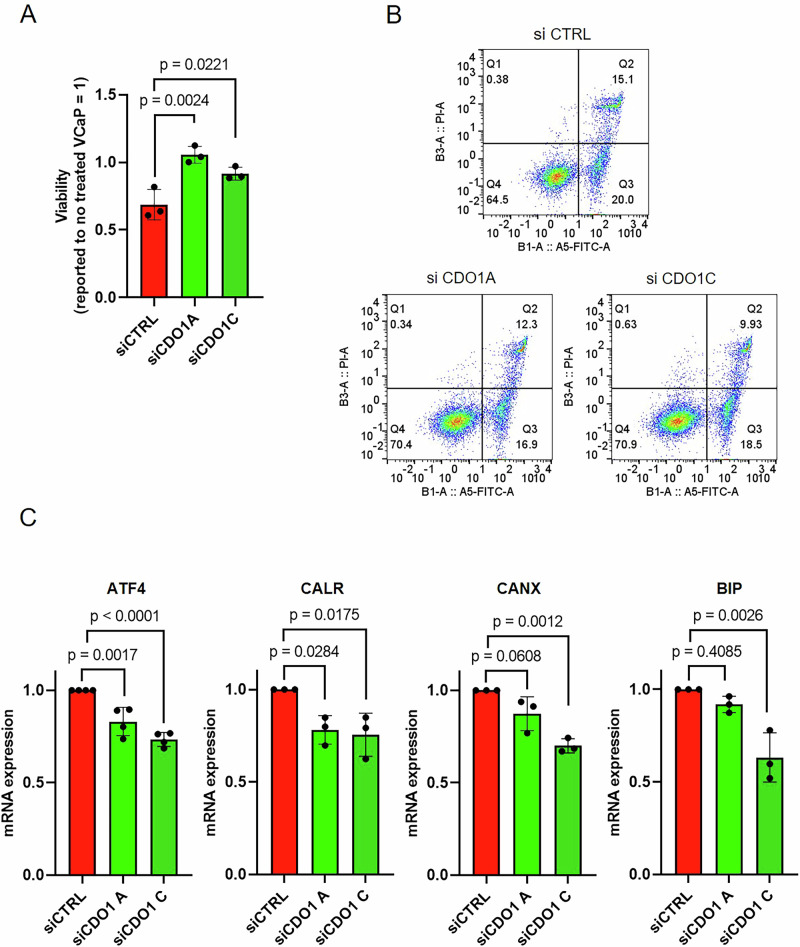
Loss of CDO1 is associated with response to reticulum endoplasmic stress. **A** Viability of VCaP cells inhibited for CDO1 expression after 48 h of androgen deprivation measured by MTT. Each point represents the mean ± SD of three independent experiments (each experiment contains a triplicate). **B** Apoptosis analysis of VCaP cells inhibited for CDO1 expression after 48 h of androgen deprivation measured by annexin V/PI test. Representative sample of two independent experiments. **C** CDO1 expression was disrupted using small interference RNA targeting AR in VCaP cells mRNA levels performing RT-qPCR of mRNA expression of ATF4, CALR, CANX, and BIP relative to RPLP0 expression. Each point represents the mean ± SD of three independent experiments.

## Discussion

In this study, we demonstrate that *CDO1* expression is significantly reduced in tumors at risk of biochemical recurrence and that low *CDO1* expression is associated with a higher risk of recurrence based on two independent cohorts. A decrease in expression therefore seems to indicate a more aggressive behavior of tumors. These results are consistent with the fact that *CDO1* expression is also decreased in PCa metastases. Indeed, reanalysis of the experimental data GDS1439 and GSE35988 showed lower CDO1 expression in metastases than in localized tumors (Supplementary Fig. 7A, B). However, contrary to Meller’s study [7] and what is known in other tumors [2], we did not find a decrease in CDO1 expression in tumors compared to normal tissue in our study. Nevertheless, our study only included nine patients with normal peritumoral tissue. Using TCGA data and based on previous study [7], it was demonstrated that the methylation level of *CDO1* promoter was significantly increased in PCa in particular in case of biochemical recurrence and we reported that it is related to a decreased of mRNA expression. We observe that only VCaP cells express CDO1 at significant levels. This is consistent with the findings of Meller et al., who reported higher promoter methylation in PC-3, LNCaP, 22RV1, and DU-145 cells (between 85% and 97%) than in VCaP cells (37%). To confirm this result, we tested CDO1 expression following demethylation with 5-aza-2’-deoxycytidine, we observed CDO1 re-expression in LNCaP, 22RV1, and DU-145 cells (Supplementary Fig. 8). These results suggest that methylation is a key factor in the repression of CDO1 independent of the AR pathway. Indeed, VCaPs have amplified AR, but this is also the case for 22RV1, which expresses low levels of CDO1. Since PCa is hormone-dependent at the localized stage, we considered the question of its regulation by androgens. We demonstrated that CDO1 was positively regulated by androgens in VCaP cells and that there are AR-binding sites upstream of the CDO1 TSS, whose activation depends on the presence of androgens. AR inhibition by AR antagonists or by siRNA resulted in decreased CDO1 expression. Our results are consistent with RNAseq analysis on VCaP cells cultured in serum-depleted medium with or without DHT (GSM243767 and GSM243765, respectively). A five-fold increase in CDO1 expression is observed in the presence of androgens. Similarly, and very interestingly, we observed a decrease in *CDO1* expression in CRPC tumors in our cohort compared to hormone-naive tumors (Supplementary Fig. 7C). This might seem surprising, as castration resistance is often associated with constitutive activation of the AR; however, at this stage, it is possible that the CDO1 promoter is hypermethylated, as described for 22RV1 cells (CRPC) compared to VCaP cells (HNPC) [5]. CDO1 hypermethylation is indeed described as a prognostic marker of aggressive disease or treatment resistance [17–19]. Furthermore, interestingly, it has been shown that AR binding to DNA can be attenuated by an oxidizing reagent; this appears to result from cross-linking of the cysteine residues in the DNA-binding domain of AR [21]. The alteration in redox homeostasis induced by CDO1 inhibition could therefore also affect AR binding at these targets. In conclusion, this is the first time that regulation of CDO1 expression by the androgenic pathway has been demonstrated in human cancers. However, regulation of *CDO1* by progestin 17α, 20β-dihydroxy-4-pregnen-3-one in the testis had already been demonstrated in Japanese eels [23].

Since the decrease in CDO1 appears to be linked to an aggressive tumor phenotype, we evaluated and confirmed its impact on cell proliferation and migration, and on non-adherent growth of VCaP cells. These results are consistent with those described in the literature for other cancers. Indeed, CDO1 overexpression in gastric cancer cells attenuates their proliferation [24]. In the same manner, forced expression of CDO1 in hepatocarcinoma cells [25] and esophageal squamous cancer cells [26] decreased tumor cell growth, migration, and invasion, and the ability of colony formation.

Transcriptomic analysis of VCaP cells inhibited for CDO1 expression also revealed dysregulation of genes already implicated in these mechanisms and linked to biochemical recurrence. In PCa, MMP-1-high/F2R-high expression and F2R high expression was described as an predictor for both unfavorable overall survival and biochemical recurrence-free survival [27, 28]. Concerning ALCAM/CD166, if Minner et al described that a high ALCAM/CD166 expressions levels were associated with a lower risk of a biochemical recurrence [29], on the contrary two others studies showed that higher levels of ALCAM in tissues or serum were predictive of shorter disease-free survival [30, 31]. ALCAM has also been related with metastasis forming through an effect on apoptosis, proliferation [32] and prostate sphere-forming cells regeneration[33].. Finally, CircHIPK3 has been described to induce cell proliferation, migration, and invasion of prostate cancer cells [34, 35].

Two of the genes dysregulated in cells inhibited for CDO1 expression are known to be involved in cell death. TMEM254-AS1, were correlated with the overall survival in ovarian cancer and linked to cuproptosis [36] and SLC7A11 is a molecule linked to ferroptosis and is a target of AR in PCa responsible to resistance to ferroptosis induced by anti-androgen treatment [37]. CDO1 is known to promote ferroptosis in gastric [8, 24], endometrial [38], hepatocarcinoma [39] and breast cancer cells [40]. However, KEGG and gene ontology analyses of our transcriptomic analyses did not allow us to identify any deregulation of the ferroptosis pathway.

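A hand-written list of ferroptosis genes was tested in the siRNA libraries of VCaP cells, and 37 of its 41 genes could be tested. Its median log2 fold change was -0.04 with siCDO1A (limma's camera, adjusted p = 0.302) and -0.05 with siCDO1C (adjusted p = 0.0458). Under fry the call went to the other siRNA (adjusted p = 0.0245 with siCDO1A and 0.11 with siCDO1C), and neither passed with the correlation between genes estimated (adjusted p = 0.399 for each). With siCDO1A, 4 genes of the list were higher and 8 lower past the threshold over all genes tested, and 15 passed when adjusted over the list alone. With siCDO1C, 1 was higher and 1 lower, and 5 passed when adjusted over the list alone. SLC7A11 is the lower gene with siCDO1C.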

The most surprising result concerns CDH2, but CDH2 is very poorly expressed in prostate cell lines and tumors. 

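In the RNA-seq libraries of VCaP cells, CDH2 was at 7.66 ± 1.53 CPM (SD, n = 3) in siCtrl cells, with 96 to 112 counts per library, at 2.4 ± 0.198 CPM (SD, n = 3) with siCDO1A and at 3.39 ± 0.718 CPM (SD, n = 3) with siCDO1C. Its log2 fold change stayed between -1.83 and -1.54 with siCDO1A, and between -1.34 and -1.02 with siCDO1C, when each library was left out in turn, with an adjusted p of at most 0.0356 in edgeR.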

In many cancers, its role is linked to migration and invasion. In primary prostate cancer, few information is available, and even in the publication by Ku et al., there is a suggestion of a decrease in CDH2 in PCa [41]. Furthermore, an analysis of TCGA data seems to indicate that strong CDH2 expression is a good prognostic indicator for survival, which is consistent with our results. Finally, Figiel et al. demonstrated that CDH2 expression in tissues is not significantly associated with biochemical progression in localized PCa [42].

The pathways that appear to be significantly affected in our cancer cells are the endoplasmic reticulum stress pathway and protein unfolding response (UPR). When proteins misfold or accumulate in the ER, the cell activates these pathways to restore homeostasis or initiate cell death if the stress is too severe [29]. Our results seem to indicate that inhibition of CDO1 appears to deregulate the ER stress pathway and thus block death induced by this pathway. Several studies have developed an association between ER stress/UPR markers and PCa development in particular driven by androgens and AR signaling [43, 44]. IRE1α, PERK, and ATF6H are activated in PCa when cellular stress is detected in the ER to trigger UPR leading to survival effects [45], suggesting a critical function of ER stress in PCa progression. Moreover, five genes involved in the ER stress pathway had been identified as potential signatures of biochemical recurrence, but none were found in our analysis [46]. 

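In the RNA-seq libraries, the transcript of calnexin, CANX (ENSG00000127022, chromosome 5, 179678628 to 179730925), fell from 2269 ± 112 CPM (SD, n = 3) in siCtrl cells to 2021 ± 119 with siCDO1A and 1833 ± 77.5 with siCDO1C. Its log2 fold changes were -0.17 (standard error 0.0518, adjusted p = 0.0335) and -0.32 (0.0707, adjusted p = 0.0187). Not all siRNA libraries lay below all siCtrl libraries for CANX. Its call was lost with siCDO1A when the replicate number was a block (adjusted p = 0.118) and, with both siRNAs, without siCtrl replicate 1 (adjusted p = 0.153 and 0.135). Leaving out another library lost each call too, with an adjusted p of up to 0.175 with siCDO1A and 0.147 with siCDO1C. CALR, which encodes calreticulin (ENSG00000179218, chromosome 19, 12938578 to 12944489), was at 1914 ± 71.3 CPM in siCtrl cells, with log2 fold changes of -0.22 (0.049, adjusted p = 0.00476) and -0.50 (0.068, adjusted p = 7.0e-04). HSPA5 (ENSG00000044574, chromosome 9, 125234853 to 125241330) was at 1596 ± 13.6 CPM in siCtrl cells, with log2 fold changes of -0.23 with siCDO1A (0.0457, adjusted p = 0.00173) and -0.55 with siCDO1C (0.0752, adjusted p = 6.6e-04). For CALR and HSPA5 every siRNA library lay below every siCtrl library, and the larger fall with siCDO1C was not past the threshold in the direct comparison (adjusted p = 0.193 and 0.143). The libraries were compared between siRNAs only, and no androgen treatment was varied among them.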

Interestingly, three of the genes (calnexin, calreticulin, HSP5A) found in our analysis have already been shown to be regulated by androgen signaling [47]. It therefore appears that inhibition of CDO1 would block part of the endoplasmic reticulum stress response particularly when this stress is induced by androgen deprivation.

CDO1 therefore appears to be a good marker for recurrent PCa prognosis and could be developed into a signature to improve treatment in prostate cancer patients with ISUP grade 3. Furthermore, our results highlight that CDO1 acts as anti-oncogene by influencing migration, and non-adherent growth, above all by regulating the ER stress pathway and the UPR response. This molecule therefore appears to be of interest not only as a marker but also as an interesting molecule to understand aggressivity mechanism in PCa. In addition, its downregulation and regulation in the CRPC and metastatic stages also warrant further study.

## Supplementary information

supplementary figure 1

supplementary figure 2

supplementary figure 3

supplementary figure 4

supplementary figure 5

supplementary figure 6

supplementary figure 7

supplementary figure 8

supplementary legends

supplementary materials

supplementary tables

## Data Availability

RNAseq data are available on the NCBI Gene Expression Omnibus platform under the number GSE326541.

## References

[1] Bray F, Laversanne M, Sung H, Ferlay J, Siegel RL, Soerjomataram I, et al. Global cancer statistics 2022: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA: A Cancer J Clin. 2024;74:229–63. 10.3322/caac.21834.10.3322/caac.2183438572751

[2] Chen M, Zhu JY, Mu WJ, Guo L. Cysteine dioxygenase type 1 (CDO1): Its functional role in physiological and pathophysiological processes. Genes Dis. 2023;10:877–90. 10.1016/j.gendis.2021.12.023.37396540 10.1016/j.gendis.2021.12.023PMC10308199

[3] Heafield MT, Fearn S, Steventon GB, Waring RH, Williams AC, Sturman SG. Plasma cysteine and sulphate levels in patients with motor neurone, Parkinson’s and Alzheimer’s disease. Neurosci Lett. 1990;110:216–20. 10.1016/0304-3940(90)90814-p.2325885 10.1016/0304-3940(90)90814-p

[4] Roman HB, Hirschberger LL, Krijt J, Valli A, Kožich V, Stipanuk MH. The cysteine dioxgenase knockout mouse: altered cysteine metabolism in nonhepatic tissues leads to excess H2S/HS− production and evidence of pancreatic and lung toxicity. Antioxid Redox Signal. 2013;19:1321–36. 10.1089/ars.2012.5010.23350603 10.1089/ars.2012.5010PMC3791055

[5] Ueki I, Roman HB, Valli A, Fieselmann K, Lam J, Peters R, et al. Knockout of the murine cysteine dioxygenase gene results in severe impairment in ability to synthesize taurine and an increased catabolism of cysteine to hydrogen sulfide. Am J Physiol Endocrinol Metab. 2011;301:E668–684. 10.1152/ajpendo.00151.2011.21693692 10.1152/ajpendo.00151.2011PMC3191547

[6] Brait M, Ling S, Nagpal JK, Chang X, Park HL, Lee J, et al. Cysteine dioxygenase 1 is a tumor suppressor gene silenced by promoter methylation in multiple human cancers. PLoS One. 2012;7:e44951 10.1371/journal.pone.0044951.23028699 10.1371/journal.pone.0044951PMC3459978

[7] Meller S, Zipfel L, Gevensleben H, Dietrich J, Ellinger J, Majores M, et al. CDO1 promoter methylation is associated with gene silencing and is a prognostic biomarker for biochemical recurrence-free survival in prostate cancer patients. Epigenetics. 2016;11:871–80. 10.1080/15592294.2016.1241931.27689475 10.1080/15592294.2016.1241931PMC5193493

[8] Hao S, Yu J, He W, Huang Q, Zhao Y, Liang B, et al. Cysteine dioxygenase 1 mediates erastin-induced ferroptosis in human gastric cancer cells. Neoplasia. 2017;19:1022–32. 10.1016/j.neo.2017.10.005.29144989 10.1016/j.neo.2017.10.005PMC5686465

[9] Jeschke J, O’Hagan HM, Zhang W, Vatapalli R, Calmon MF, Danilova L, et al. Frequent inactivation of cysteine dioxygenase type 1 contributes to survival of breast cancer cells and resistance to anthracyclines. Clin Cancer Res. 2013;19:12 10.1158/1078-0432.CCR-12-3751.23630167 10.1158/1078-0432.CCR-12-3751PMC3985391

[10] Jurkowska H, Roman HB, Hirschberger LL, Sasakura K, Nagano T, Hanaoka K, et al. Primary hepatocytes from mice lacking cysteine dioxygenase show increased cysteine concentrations and higher rates of metabolism of cysteine to hydrogen sulfide and thiosulfate. Amino Acids. 2014;46:1353–65. 10.1007/s00726-014-1700-8.24609271 10.1007/s00726-014-1700-8PMC4930650

[11] Firlej V, Soyeux P, Nourieh M, Huet E, Semprez F, Allory Y, et al. Overexpression of nucleolin and associated genes in prostate cancer. Int J Mol Sci. 2022;23:4491 10.3390/ijms23094491.35562881 10.3390/ijms23094491PMC9101690

[12] Goldman MJ, Craft B, Hastie M, Repečka K, McDade F, Kamath A, et al. Visualizing and interpreting cancer genomics data via the Xena platform. Nat Biotechnol. 2020;38:675–8. 10.1038/s41587-020-0546-8.32444850 10.1038/s41587-020-0546-8PMC7386072

[13] El-Sayed IY, Daher A, Destouches D, Firlej V, Kostallari E, Maillé P, et al. Extracellular vesicles released by mesenchymal-like prostate carcinoma cells modulate EMT state of recipient epithelial-like carcinoma cells through regulation of AR signalling. Cancer Lett. 2017;410:100–11. 10.1016/j.canlet.2017.09.010.28935391 10.1016/j.canlet.2017.09.010

[14] Chen S. fastp 1.0: An ultra-fast all-round tool for FASTQ data quality control and preprocessing. Imeta. 2025;4:e70078. 10.1002/imt2.70078.41112039 10.1002/imt2.70078PMC12527978

[15] Langmead B, Wilks C, Antonescu V, Charles R. Scaling read aligners to hundreds of threads on general-purpose processors. Bioinformatics. 2019;35:421–32. 10.1093/bioinformatics/bty648. Hancock J, éditeur1 févr.30020410 10.1093/bioinformatics/bty648PMC6361242

[16] Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, et al. Twelve years of SAMtools and BCFtools. Gigascience. 2021;10:giab008. 10.1093/gigascience/giab008.33590861 10.1093/gigascience/giab008PMC7931819

[17] Amemiya HM, Kundaje A, Boyle AP. The ENCODE blacklist: identification of problematic regions of the genome. Sci Rep. 2019;9:9354. 10.1038/s41598-019-45839-z.31249361 10.1038/s41598-019-45839-zPMC6597582

[18] Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26:841–2. 10.1093/bioinformatics/btq033.20110278 10.1093/bioinformatics/btq033PMC2832824

[19] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9:R137. 10.1186/gb-2008-9-9-r137.18798982 10.1186/gb-2008-9-9-r137PMC2592715

[20] Grant CE, Bailey TL, Noble WS. FIMO: scanning for occurrences of a given motif. Bioinformatics. 2011;27:1017–8. 10.1093/bioinformatics/btr064.21330290 10.1093/bioinformatics/btr064PMC3065696

[21] Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, et al. Integrative genomics viewer. Nat Biotechnol. 2011;29:24–6. 10.1038/nbt.1754.21221095 10.1038/nbt.1754PMC3346182

[22] Segawa T, Nau ME, Xu LL, Chilukuri RN, Makarem M, Zhang W, et al. Androgen-induced expression of endoplasmic reticulum (ER) stress response genes in prostate cancer cells. Oncogene. 2002;21:8749–58. 10.1038/sj.onc.1205992.12483528 10.1038/sj.onc.1205992

[23] Higuchi M, Celino FT, Tamai A, Miura C, Miura T. The synthesis and role of taurine in the Japanese eel testis. Amino Acids. 2012;43:773–81. 10.1007/s00726-011-1128-3.22045384 10.1007/s00726-011-1128-3

[24] Ma G, Zhao Z, Qu Y, Cai F, Liu S, Liang H, et al. Cysteine dioxygenase 1 attenuates the proliferation via inducing oxidative stress and integrated stress response in gastric cancer cells. Cell Death Discov. 2022;8:493 10.1038/s41420-022-01277-x.36526626 10.1038/s41420-022-01277-xPMC9758200

[25] Choi Jil, Cho EH, Kim SB, Kim R, Kwon J, Park M, et al. Promoter methylation of cysteine dioxygenase type 1: gene silencing and tumorigenesis in hepatocellular carcinoma. Ann Hepatobiliary Pancreat Surg. 2017;21:181–7. 10.14701/ahbps.2017.21.4.181.29264579 10.14701/ahbps.2017.21.4.181PMC5736736

[26] Kwon J, Park M, Kim JH, Lee HW, Kang MC, Park JH. Epigenetic regulation of the novel tumor suppressor cysteine dioxygenase 1 in esophageal squamous cell carcinoma. Tumour Biol. 2015;36:7449–56. 10.1007/s13277-015-3443-x.25903467 10.1007/s13277-015-3443-x

[27] Latil A, Bièche I, Chêne L, Laurendeau I, Berthon P, Cussenot O, et al. Gene expression profiling in clinically localized prostate cancer: a four-gene expression model predicts clinical behavior. Clin Cancer Res. 2003;9:5477–85.14654526

[28] Wang J, Liu D, Zhou W, Wang M, Xia W, Tang Q. Prognostic value of matrix metalloprotease-1/protease-activated receptor-1 axis in patients with prostate cancer. Med Oncol. 2014;31:968. 10.1007/s12032-014-0968-6.24805876 10.1007/s12032-014-0968-6

[29] Minner S, Kraetzig F, Tachezy M, Kilic E, Graefen M, Wilczak W, et al. Low activated leukocyte cell adhesion molecule expression is associated with advanced tumor stage and early prostate-specific antigen relapse in prostate cancer. Hum Pathol. 2011;42:1946–52. 10.1016/j.humpath.2011.02.017.21683980 10.1016/j.humpath.2011.02.017

[30] Kristiansen G, Pilarsky C, Wissmann C, Stephan C, Weissbach L, Loy V, et al. ALCAM/CD166 is up-regulated in low-grade prostate cancer and progressively lost in high-grade lesions. Prostate. 2003;54:34–43. 10.1002/pros.10161.12481253 10.1002/pros.10161

[31] Sanders AJ, Owen S, Morgan LD, Ruge F, Collins RJ, Ye L, et al. Importance of activated leukocyte cell adhesion molecule (ALCAM) in prostate cancer progression and metastatic dissemination. Oncotarget. 2019;10:6362–77. 10.18632/oncotarget.27279.31695844 10.18632/oncotarget.27279PMC6824871

[32] Hansen AG, Arnold SA, Jiang M, Palmer TD, Ketova T, Merkel A, et al. ALCAM/CD166 is a TGF-β-responsive marker and functional regulator of prostate cancer metastasis to bone. Cancer Res. 2014;74:1404–15. 10.1158/0008-5472.CAN-13-1296.24385212 10.1158/0008-5472.CAN-13-1296PMC4149913

[33] Jiao J, Hindoyan A, Wang S, Tran LM, Goldstein AS, Lawson D, et al. Identification of CD166 as a surface marker for enriching prostate stem/progenitor and cancer initiating cells. PLOS ONE. 2012;7:e42564 10.1371/journal.pone.0042564.22880034 10.1371/journal.pone.0042564PMC3411798

[34] Liu DC, Song LL, Li XZ, Liang Q, Zhang ZG, Han CH. Circular RNA circHIPK3 modulates prostate cancer progression via targeting miR-448/MTDH signalling. Clin Transl Oncol. 2021;23:2497–506. 10.1007/s12094-021-02650-5.34142340 10.1007/s12094-021-02650-5

[35] Cai C, Zhi Y, Wang K, Zhang P, Ji Z, Xie C, et al. CircHIPK3 overexpression accelerates the proliferation and invasion of prostate cancer cells through regulating miRNA-338-3p. Onco Targets Ther. 2019;12:3363–72. 10.2147/OTT.S196931.31118688 10.2147/OTT.S196931PMC6503193

[36] Zhou M, Tang J, Huang G, Hong L. Prognostic significance and immune landscape of a cuproptosis-related LncRNA signature in ovarian cancer. Biomedicines. 2024;12:2640 10.3390/biomedicines12112640.39595204 10.3390/biomedicines12112640PMC11592286

[37] Sun R, Yan B, Li H, Ding D, Wang L, Pang J, et al. Androgen receptor variants confer castration resistance in prostate cancer by counteracting antiandrogen-induced ferroptosis. Cancer Res. 2023;83:3192–204. 10.1158/0008-5472.CAN-23-0285.37527336 10.1158/0008-5472.CAN-23-0285PMC10543964

[38] Wang R, Yu X, Ye H, Ao M, Xi M, Hou M. LncRNA FAM83H-AS1 inhibits ferroptosis of endometrial cancer by promoting DNMT1-mediated CDO1 promoter hypermethylation. J Biol Chem. 2024;300:107680. 10.1016/j.jbc.2024.107680.39159808 10.1016/j.jbc.2024.107680PMC11419805

[39] Zhang J, Yimamu M, Cheng Z, Ji J, Wu L, Feng J, et al. TRIM47-CDO1 axis dictates hepatocellular carcinoma progression by modulating ferroptotic cell death through the ubiquitin‒proteasome system. Free Radic Biol Med. 2024;219:31–48. 10.1016/j.freeradbiomed.2024.04.222.38614226 10.1016/j.freeradbiomed.2024.04.222

[40] Yang J, Sun L, Liu XY, Huang C, Peng J, Zeng X, et al. Targeted demethylation of the CDO1 promoter based on CRISPR system inhibits the malignant potential of breast cancer cells. Clin Transl Med. 2023;13:e1423. 10.1002/ctm2.1423.37740473 10.1002/ctm2.1423PMC10517212

[41] Ku SC, Liu HL, Su CY, Yeh IJ, Yen MC, Anuraga G, et al. Comprehensive analysis of prognostic significance of cadherin (CDH) gene family in breast cancer. Aging (Albany NY). 2022;14:8498–567. 10.18632/aging.204357.36315446 10.18632/aging.204357PMC9648792

[42] Figiel S, Vasseur C, Bruyere F, Rozet F, Maheo K, Fromont G. Clinical significance of epithelial-mesenchymal transition markers in prostate cancer. Hum Pathol. 2017;61:26–32. 10.1016/j.humpath.2016.10.013.27818287 10.1016/j.humpath.2016.10.013

[43] Storm M, Sheng X, Arnoldussen YJ, Saatcioglu F. Prostate cancer and the unfolded protein response. Oncotarget. 2016;7:54051–66. 10.18632/oncotarget.9912.27303918 10.18632/oncotarget.9912PMC5288241

[44] Farahani N, Alimohammadi M, Raei M, Nabavi N, Aref AR, Hushmandi K, et al. Exploring the dual role of endoplasmic reticulum stress in urological cancers: Implications for tumor progression and cell death interactions. J Cell Commun Signal. 2024;18:e12054. 10.1002/ccs3.12054.39691874 10.1002/ccs3.12054PMC11647052

[45] de la Calle CM, Shee K, Yang H, Lonergan PE, Nguyen HG. The endoplasmic reticulum stress response in prostate cancer. Nat Rev Urol. 2022;19:708–26. 10.1038/s41585-022-00649-3.36168057 10.1038/s41585-022-00649-3

[46] Cen S, Jiang D, Lv D, Xu R, Hou J, Yang Z, et al. Comprehensive analysis of the biological functions of endoplasmic reticulum stress in prostate cancer. Front Endocrinol (Lausanne). 2023;14:1090277. 10.3389/fendo.2023.1090277.36967783 10.3389/fendo.2023.1090277PMC10036859

[47] Nantermet PV, Xu J, Yu Y, Hodor P, Holder D, Adamski S, et al. Identification of genetic pathways activated by the androgen receptor during the induction of proliferation in the ventral prostate gland. J Biol Chem. 2004;279:1310–22. 10.1074/jbc.M310206200.14576152 10.1074/jbc.M310206200

# Supplementary material for: CDO1 is a new biomarker to discriminate aggressive forms of prostate cancer
**Source:** Oncogene. 2026 Jun 9;45(28):2795–807. doi: 10.1038/s41388-026-03842-5
**Supplement:** Supplementary file 9 — supplementary legends

**Supplementary legends**

**Supplementary Figure 1**: **AR can be set upstream of the TSS of CDO1**

Spatial representation of ChIP-seq enrichment for the androgen receptor (AR) (GSE148358) in regions upstream of the transcription start site of CDO1 gene.

**Supplementary figure 2: CDO1 is expressed in VCaP cells but not in other PCa cell lines**

(A) Expression of CDO1 mRNA from mice castrated at 3 and 14 days or traited 3 days with testostérone 14 days after castration (GSD2569). (B) mRNA expression of CDO1 in PCa cells lines measured by RT-qPCR. Results were normalized to RPLP0 by 2-ddCt. Relative quantities are expressed as mean±SD of three independent experiments. (C) Western blot analysis of CDO1 and beta-actin expression (D) Quantification of CDO1 protein expression relative to beta-actin.

**Supplementary Figure 3**: **CDO1 and TPRMSS2 expression is regulated by androgen signalling**

(A) VCaP cells were starved for 0, 6, 24, 48 and 72h then rechallenged with DHT (2nM or 10nM) after 48h of starvation for 6h or 24h. mRNA levels of TMPRSS2 were assessed by RT-qPCR, relative to RPLP0 expression. Each point represents the mean ± SD of three independent experiments performed in duplicate. (B, C, D) AR expression was disrupted using small interference RNA targeting AR in VCaP cells. (C) mRNA levels performing RT-qPCR of TMPRSS2 relative to RPLP0 expression. (B, D) Quantification of AR (B) and TMPRSS2 (D) protein expression relative to beta-actin. Statistics were performed using an ANOVA test followed by a Bonferroni post-test. (E, F) VCaP cells were grown in androgen-free medium in the presence or absence of DHT (10nM), enzalutamide (10µM) and apalutamide (10µM). (E) mRNA levels performing RT-qPCR, of TMPRSS2 were assessed, relative to RPLP0 expression. Each point represents the mean ± SD of three independant experiments. (F) Quantification of TMPRSS2 protein expression relative to beta-actin

**Supplementary Figure 4**: **CDO1 is underexpressed after siCDO1 transfection**

(A) Western blot analysis of CDO1 expression in siRNA targeting CDO1 transfected VCaP cells (B) Quantification of CDO1 protein expression relative to beta-actin. Each point represents the mean of two independent experiments

**Supplementary Figure 5**: **transcriptomic analysis of CDO1-inhibited VCaP**

CDO1 expression was disrupted using small interference RNA targeting AR in VCaP cells. (A) CDO1 mRNA expression by RNAseq (B) PCA of differentially expressed genes (C) Heatmap of DEGs gene (padj<0.05)

**Supplementary Figure 6**: **Effect of CDO1-inhibition on VCaP**

CDO1 expression was disrupted using small interference RNA targeting AR in VCaP cells. mRNA levels performing RT-qPCR of mRNA expression of CDO1, CDH2, FR2, HIPK3, ALCAM, SLC11A7 and UBTFL1 relative to RPLP0 expression. Each point represents the mean ± SD of three to five independent experiments

**Supplementary figure 7: CDO1 mRNA expression**

CDO1 mRNA expression in localized and metastatic PCa based on GDS1439 data (A) and GSE35988 (B), in HNPC and CRPC based on GSE200879 (C)

**Supplementary figure 8: CDO1 is regulated by methylation**

LNCaP, 22RV1 and PC3 cells were treated by 5-aza-2’-desoxycytidine during 48h. mRNA levels have been quantified by performing RT-qPCR of mRNA expression of CDO1. Each point represents one experiment.

# Supplementary material for: CDO1 is a new biomarker to discriminate aggressive forms of prostate cancer
**Source:** Oncogene. 2026 Jun 9;45(28):2795–807. doi: 10.1038/s41388-026-03842-5
**Supplement:** Supplementary file 10 — supplementary materials

**Supplementary materials**

**Cell culture**

LNCaP, 22RV1, DU145, PC-3 cell lines were obtained from ATCC (ATCC-CRL-1740, ATCC-CRL-2505, ATCC-HTB-81, ATCC-CRL-1435 respectively). Cells were cultured in RPMI medium (Thermofischer) supplemented with 10% fetal bovine serum (Thermofischer), 50 IU/mL penicillin (Thermofischer), 100 µg/mL streptomycin (Thermofischer). For LNCaP cells, 2nM DHT (Sigma) were added to the media. All cells were cultivated at 37°C, 5 % CO_2_ under humidified atmosphere. The cells were tested monthly for the presence of mycoplasma using the kit Venor®GeM qEP - Mycoplasma qPCR detection kit (Minerva Biolabs).

**5-aza-2’-desoxycytidine treatment**

5.10^4^ cells were seeded in 24-well plates culture dish. After 24 h of seeding, 5 µM of 5-aza-2’-desoxycytidine ((Sigma) were added for 72 h treatment. After 72 h, cells were lysed for RNA extraction and used to perform RT-qPCR.

# Supplementary material for: CDO1 is a new biomarker to discriminate aggressive forms of prostate cancer
**Source:** Oncogene. 2026 Jun 9;45(28):2795–807. doi: 10.1038/s41388-026-03842-5
**Supplement:** Supplementary file 11 — supplementary tables

Supplementary table 1

| **List of antibodies** |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| Antibody | Reference | Supplier | Species | Use | Dilution |
| CDO1 | 12589-1-AP | ThermoFischer | Rabbit | IHC, Western blot | 1/500 |
| TMPRSS2 | ab109131 | Abcam, Cambridge, UK | Rabbit | Western blot | 1/1000 |
| beta-actin | ab8226 | Abcam, Cambridge, UK | Mouse | Western blot | 1/1000 |
| secondary anti-rabbit IgG | #7074 | Cell signaling |  | Western blot | 1/2000 |
| secondary anti-mouse IgG | #7076 | Cell signaling |  | Western blot | 1/2000 |

Supplementary table 2

| **List of primers** | | |  | |
| --- | --- | --- | --- | --- |
|  |  | |  | |
|  | forward | reverse | |  |
| **CDO1** | TGGGGTGAAGGACATGGCAG | GCCAATGGAATCATTGATGTAGGC | |  |
| **UBTFL1** | AGCGCATGGTAGAGATTGGCAG | CAGGTGACAAAGTCTTGAGCCAG | |  |
| **F2R** | AGCGCATGGTAGAGATTGGCAG | CAGGTGACAAAGTCTTGAGCCAG | |  |
| **ALCAM** | TCCAGAACACGATGAGGCAGAC | GTAGACGACACCAGCAACAAGG | |  |
| **HIPK3** | CTACAGATCCGACCAGGAGTTC | TGTGAACCAGCCACACTCTCAG | |  |
| **SLC7A11** | TCCTGCTTTGGCTCCATGAACG | AGAGGAGTGTGCTTGCGGACAT | |  |
| **CDH2** | CAACGGGGACTGCACAGATG | TGTTTGGCCTGGCGTTCTTT | |  |
| **TMPRSS2** | AGGAGTGTACGGGAATGTGATGGT | GATTAGCCGTCTGCCCTCATTTGT | |  |
| **CANX** | AGCAGAGATGGCATGATGCT | GTTGAGGCTCATGATGGACA | |  |
| **CALR** | ATAAAGGGCTGCAGACAAGC | CCACAGTCGATATTCTGCTC | |  |
| **ATF4** | GGGACAGATTGGATGTTGGAGA | ACCCAACAGGGCATCCAAGT | |  |
| **BIP** | CATGGTTCTCACTAAAATGAAAG | GCTGGTACAGTAACAACTG | |  |

| Supplementary table 3:  **clinical features of the 13 patients from GSE115414** | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | | | |  |  |  |  |  |
| Patient | Stade | Gleason | Relapse |  | | | |  |  |
| HMN_PC_009 | pT3b | 8 (4 + 4) | no |  | | | |  |  |
| HMN_PC_077 | pT3a | 7 (3 + 4) | no |  | | | |  |  |
| HMN_PC_089 | pT2c | 7 (3 + 4) | no |  | | | |  |  |
| HMN_PC_102 | pT2a | 6 (3 + 3) | no |  | | | |  |  |
| HMN_PC_121 | pT3b | 8 (4 + 4) | yes |  | | | |  |  |
| HMN_PC_124 | pT3a | 8 (4 + 4) | yes |  | | | |  |  |
| HMN_PC_130 | pT4 | 6 (3 + 3) | yes |  | | | |  |  |
| HMN_PC_131 | pT3a | 8 (4 + 4) | yes |  | | | |  |  |
| HMN_PC_139 | pT3a | 6 (3 + 3) | no |  | | | |  |  |
| HMN_PC_148 | pT4 | 8 (4 + 4) | yes |  | | | |  |  |
| HMN_PC_167 | pT2c | 8 (4 + 4) | no |  | | | |  |  |
| HMN_PC_195 | pT3a | 8 (4 + 4) | no |  | | | |  |  |
| HMN_PC_228 | pT2a | 6 (3 + 3) | no |  | | | |  |  |
|  |  | | | |  |  |  |  |  |

Supplementary table 4 :

**Clinical features of patients from GSE200879**

How the deposited data were processed for this re-analysis (not part of the article)

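RNA of VCaP cells, an established prostate cancer cell line, was measured by RNA-seq after transfection with siCtrl, siCDO1A or siCDO1C, with 3 libraries per condition and 9 in all. Per the paper and the labels, the authors had poly(A) RNA made into directional libraries, sequenced them from both ends on an Illumina instrument, removed adapters and low-quality reads and counted reads per gene with featureCounts. The counts were deposited by the authors as whole numbers without normalization, 1 column per library, and they were used as deposited. The deposited count table also has 3 columns that match no sample here, and these were used in no step. The aligner, the genome build and the strand and multiple-mapping settings are not stated in the paper's text. Of 36022 genes matched by symbol to the RefSeq annotation of GRCh38, 99.9% overlapped it, against 9.91% of 56513 genes matched to an annotation of GRCh37, so that the coordinates given are those of GRCh38.

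Samples were grouped by siRNA, and 3 comparisons were made, siCDO1A with siCtrl, siCDO1C with siCtrl and siCDO1C with siCDO1A, each with the 6 libraries concerned. Genes were kept by filterByExpr of edgeR with its minimum count of 10 over the 9 libraries, which left 15555 of 58735 genes. Counts were normalized with TMM, and the quasi-likelihood test of edgeR 4.0.16 with robust dispersion estimation in R 4.3.3 was followed by Benjamini-Hochberg adjustment, with an adjusted p-value of at most 0.05 counted as changed. Genes changed with both siRNAs were those past this threshold in each comparison with siCtrl. The reduction of CDO1 was computed from CPM with an exact permutation test. Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, adjusted over 18 tests, and the ER list also with Fisher's exact test and with 10000 random lists matched on mean expression. All 9 lists were written by hand from general knowledge, and CDO1 is in none of them: protein processing in the ER (163 genes, 159 tested), ATF6 and XBP1 targets of the UPR (44, all tested), ATF4 targets of the integrated stress response (43, 41 tested), DNA replication (53, all tested), ferroptosis (41, 37 tested), androgen response (33, all tested), interferon response (29, 22 tested), cysteine, taurine and glutathione (24, 22 tested) and cholesterol synthesis (24, all tested). The genes named in the text are those the paper names for this experiment, KLK3 and TMPRSS2, and the 3 genes with the largest rise and the 3 with the largest fall by the smaller of their log2 fold changes, among genes changed with both siRNAs whose 6 siRNA libraries all lie beyond the 3 siCtrl libraries. KRT80, SYTL5, PAFAH1B2, RTL8C, GSR, MOB1A and DAZAP2 are named beyond this rule and were chosen after their values were seen. A gene set for naming beforehand is not reported here.

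The lists, the rule for naming genes, the tests and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 (with the compared groups or with all 9 libraries, and with fold changes shrunk by apeglm 1.24.0), 1 edgeR fit of all 9 libraries, RLE size factors, no filter on low counts, at least 10 counts in every library, protein-coding genes only, the replicate number as a block, the quasi-likelihood setting legacy=FALSE, an adjusted p of 0.01, camera with an estimated correlation, fry, and leaving out each library in turn. A correction for trends with GC content and gene length, with and without the replicate block, and further readings of the fold change limit of 1.3 were added after seeing the data. GC content came from annotated transcripts and was known for 15442 of the genes tested (99.3%). Comparisons were repeated on other splits of the libraries, 10 for each comparison of 6 libraries and 100 regroupings of the 9 libraries for the genes changed with both siRNAs, and 50 sets of unchanged groups were simulated.

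The labels give each library a batch number that equals its replicate number. To see whether the numbers mark pairs, the deviations of each library from the mean of its group were correlated across 11337 genes with at least 5 CPM, which are not independent replicates. For number 1, the Pearson correlation was -0.208 between siCtrl and siCDO1A, 0.0545 between siCtrl and siCDO1C and -0.136 between siCDO1A and siCDO1C. The corresponding values were -0.0925, -0.0058 and 0.13 for number 2 and -0.384, -0.282 and 0.386 for number 3. Deviations from a group mean of 3 libraries sum to 0, which limits what these correlations can show. The numbers were therefore used as a block only as an alternative.

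The TMM factors were between 0.9898 and 1.01, the 10 most abundant genes took from 5.105% to 5.835% of the counts of a library, and mitochondrial genes took from 2.971% to 3.605%. The total counts per library and the limit that 3 counts set are given with the experiment. With 3 libraries against 3, an exact permutation test of a single value cannot give a p below 0.1.

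Sequences of 7 bases in annotated 3′UTRs were scored in 11358 genes with a mean of at least 3 CPM and an annotated 3′UTR. The score compares the log2 fold changes of genes with and without the sequence after regression on 3′UTR length and GC content, and 16287 sequences present in at least 40 genes were scored. Rearrangements of the same bases served as controls, 603 for GCAGTAC, 102 for ACATCAA and 207 for GTAAAAC. The sequences of the siRNAs were not known here, and no sequence was compared with them.

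The fits and camera were tested on counts simulated after the siCDO1A comparison, with 200 changed genes drawn only above a minimum count. edgeR recovered 99% of genes changed by 1 on the log2 scale and 76% of those changed by 0.5, with 7.41% of its 189 calls false, and made 0 calls where no gene was changed. DESeq2 recovered 98% and 72%, with 3.41% of 176 calls false and 0 calls where no gene was changed. Camera called 0% of 500 random sets of unchanged genes at p under 0.05. The simulated genes varied independently of each other, so that this does not test camera on lists of correlated genes. In permuted fold changes, 20 of 20 planted sequences of 7 bases ranked first, where the largest score with none planted was 4.84. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the sequence scores and the plots. KEGG and GO sets were not used here, and nothing measured by RT-qPCR, on proteins or in tumors was analysed here.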

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

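The edgeR comparison of siCDO1C with siCDO1A and its fits with each library left out were set before the data were examined. Splits of the libraries for the genes different between the siRNAs and for the GCAGTAC site were set up before their results were seen. All other tests in this part were chosen only after the result was seen.

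In the direct comparison of siCDO1C with siCDO1A, 69 genes differed, although both siRNAs target CDO1. The difference in its own level was not past the threshold (log2 fold change -0.56, adjusted p = 0.826 in edgeR), with siCDO1C replicates 1 and 3 at 1.096 and 1.155 CPM below every siCDO1A library (2.053 to 3.281 CPM) and replicate 2 at 2.815 CPM among them. At an unadjusted p under 0.05, 1190 genes differed. Of the 10 splits of the 6 libraries, 2 gave as many genes, the real split and the one that set siCDO1A replicates 1 and 2 and siCDO1C replicate 2 against the others, with 604 genes. That split parts 1 of the 3 pairs of libraries with the same number. It sets the libraries whose deviations from their group mean correlated negatively with gene length (-0.277, -0.153 and -0.484) against those with a positive correlation (0.345, 0.296 and 0.413). The other 3 splits that part all 3 pairs gave 0 genes (871, 300 and 232 at an unadjusted p under 0.05). With 10 splits, no share can fall under 0.1. The values argue against siCDO1C replicate 2 alone as the source, since 447 genes differed without it, and against trends with GC content and gene length, since 195 genes differed with these removed and 350 with the replicate block as well. Without any 1 of the other libraries, from 18 to 42 genes differed. Seed-type sites of siCDO1C are a candidate explanation for the genes lower with siCDO1C: of 30 such genes with an annotated 3′UTR, 23 (76.7%) hold ACATCAA, CATCAAA or TACATCA, against 23.5% of genes that did not differ (odds ratio 10.7, two-sided Fisher's exact test, p = 1.2e-09). Of 38 genes higher with siCDO1C, 12 (31.6%) hold one of them (p = 0.251 by Fisher's exact test). For these genes, seed-type sites of siCDO1A are a candidate explanation. The sequences with the highest scores between the siRNAs were GTAAAAC (7.65) and AAGGTTC (5.4), against at most 4.84 with none planted. That limit came from fold changes against siCtrl permuted over genes, which hold no difference between libraries. In the other splits of these 6 libraries, the largest score of any sequence was 7.13, above that of AAGGTTC and close to that of GTAAAAC. Both sequences also had the lowest scores for siCDO1A against siCtrl (-5.6 and -4.02). There, the score of AAGGTTC did not reach 4.84 in size and was close to that of the next sequence, TCAACAC (-3.99). Of the 38 genes, 27 (71.1%) hold GTAAAAC or AAGGTTC, against 20.6% of genes that did not differ (odds ratio 9.48, two-sided Fisher's exact test, p = 3.3e-11), as do 6 of the 30 lower genes (20%). No rearrangement of the bases of GTAAAAC, of 207, scored as far, with 2.25 as the highest. AAGGTTC is present in CDO1 transcripts. GTAAAAC is in none of those annotated, which argues against it as a site of the siRNA strand that pairs with CDO1. The sequences were chosen on the same libraries, so that these p-values are not error rates. A difference in how far each siRNA lowers CDO1 remains open and was not tested further.

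For 4 single genes named in the text, and for GSR, MOB1A and DAZAP2 taken up last, the difference between the siRNAs was past the threshold. SLC7A11 was lower with siCDO1C (log2 fold change against siCDO1A -0.805, standard error 0.126, adjusted p = 0.0043), at 12.3 to 16.3 CPM against 23.3 to 28.0 CPM with siCDO1A and 38.4 to 43.6 CPM in siCtrl cells. CREB3L2 was lower as well (-0.658, standard error 0.131, adjusted p = 0.0393), at 35.1 to 55.1 CPM against 65.9 to 76.0 CPM with siCDO1A. PAFAH1B2 (chromosome 11, 117144267 to 117176894) was higher with siCDO1C than with siCDO1A (0.737, standard error 0.0784, adjusted p = 1.5e-04) and lay on opposite sides of siCtrl, at 102 to 110 CPM with siCDO1A, 139 to 148 CPM in siCtrl cells and 176 to 182 CPM with siCDO1C. RTL8C (chromosome X, 135032366 to 135033546) went the other way (-0.987, standard error 0.109, adjusted p = 1.8e-04), at 39.5 to 42.7, 29.9 to 35.8 and 18.6 to 24.1 CPM. For each of the 4 genes the libraries of the siRNAs did not overlap, which follows largely from their choice by the threshold (chance gives 10% of genes not chosen this way). A seed-type effect of siCDO1C may lower SLC7A11 and CREB3L2, whose 3′UTRs hold ACATCAA, a sequence whose carriers shifted by -0.045 between the siRNAs after regression on length and GC content. It would not raise PAFAH1B2, whose 3′UTR holds the same sequence and also AAGGTTC, 1 of the sequences associated with siCDO1A above. The 3′UTR of RTL8C holds TACATCA, so that the same effect may lower it with siCDO1C, but this would not raise it with siCDO1A (log2 fold change against siCtrl 0.296, adjusted p = 0.0232). RTL8C belongs to a family of similar genes, and reads shared between them were not tested. GSR, MOB1A and DAZAP2, chosen after their values were seen, hold ACATCAA too and were lower with siCDO1C than with siCDO1A by log2 fold changes of -0.95, -0.89 and -0.78 (adjusted p = 1.5e-04, 1.5e-04 and 4.8e-04).

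The list of ATF4 targets was lower with siCDO1C than with siCDO1A, with a median log2 fold change of -0.176 and 33 of 41 genes lower. The adjusted p was 1.2e-12 by camera, 0.0344 by fry and 0.0958 by camera with the correlation estimated. Of the 10 splits of the 6 libraries, 1 gave as small a p by camera, the real one, with a share that cannot fall under 0.1. With trends with GC content and gene length removed, the median was -0.164, and among the 32 genes whose 3′UTRs lack the sequences ACATCAA, CATCAAA and TACATCA it was -0.178 (26 lower), which argues against these trends and against such sites in the genes of the list as the whole cause. What remains open is an indirect effect of siCDO1C through other genes and an effect of the lower level of CDO1, neither of which was tested.

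Across all sequences of 7 bases in 3′UTRs, GCAGTAC had the highest score for genes higher with both siRNAs (18.3 for the mean of both, 17.1 with siCDO1A and 17.2 with siCDO1C), a signal in sequences that the paper does not report on. It is present in 96 of 276 genes higher with both siRNAs (34.8%), in 11 of 249 lower genes (4.42%) and in 617 of 12448 genes not changed by both (4.96%), an odds ratio of 10.2 for the higher genes (Fisher's exact test, p = 2.2e-51). Of the 50 largest rises, 31 carry it. Without the 519 scored genes changed with both siRNAs, it still ranked first, with a score of 10.1. Between siCDO1C and siCDO1A its score was -0.421. The highest score of 603 rearrangements of its bases was 3.06, which argues against 3′UTR length and base composition. Of the 84 splits of the 9 libraries into 3 and 6, 1 gave a sequence with a score as large as the real split (19.0, highest other 15.9), the real split itself. A score of each library, the shift of genes with GCAGTACA, differed by 0.141 between the 6 siRNA and the 3 siCtrl libraries, and 2 of the 84 splits differed by as much, the other being siCDO1A replicate 3 with siCDO1C replicates 1 and 3 against the rest (p = 0.0238 by exact permutation, void as an error rate since the sequence was chosen on this grouping). The site is in none of the 4 annotated CDO1 transcripts.

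A seed-type effect of the control siRNA, by which its first bases pair with 3′UTRs and lower their genes in siCtrl cells, is a candidate explanation. After regression on the length and GC content of the 3′UTR and of the rest of the transcript, genes with the 8-base match GCAGTACA shifted by 0.219 ± 0.023 (standard error, 223 genes) with siCDO1A and 0.22 ± 0.022 with siCDO1C. The shift was 0.113 and 0.108 in 433 genes with GCAGTAC alone, 0.019 and 0.016 in 862 genes with CAGTACA, -0.010 and -0.007 in 1272 genes with 6 bases and -0.012 and -0.012 in 8568 genes without a match. Without the regression, the median log2 fold changes with siCDO1A were 0.132, 0.044, -0.029, -0.036 and 0.009 in these classes, so that the order from 8 bases to 6 bases holds, while genes with CAGTACA or 6 bases lie above genes without a match only after the regression. Genes with the 8 bases outside the 3′UTR only shifted by 0.053 and 0.057 after the regression. Without the regression their medians were 0.046 and 0.032, against 0.132 and 0.122 in the 3′UTR. For GCAGTAC alone, the medians were 0.054 and 0.033 outside the 3′UTR, against 0.044 and 0.058 within it. With siCDO1A, a greater shift of GCAGTAC alone in the 3′UTR thus rests on the regression. An effect of lower CDO1 on a factor that binds the site would give the same shift of 0.22 in both comparisons and cannot be told apart from it, since no other control was used here and the sequence of the control siRNA is not known here. The 3 columns of the count table that match no sample carry the name NT; what they hold is not known here and they were used in no step, and cells without siRNA, if measured, would help to tell these explanations apart. The site is carried by F2R, ALCAM, CHPF and HIPK3, by 4 of the 5 higher genes of Fig. 6D and by both higher genes of Fig. 6F, and by none of the lower genes of these panels.

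For genes lower with siCDO1C than with siCDO1A, the sequence with the most extreme score was ACATCAA (-10.8, present in 1313 genes), again in sequences that the paper does not report on. The lowest score of 102 rearrangements was -3.26, which argues against 3′UTR length and base composition. Of the 10 splits of the 6 libraries, 1 gave a score as large (11.2, the real split), with 7.13 as the highest of the others, and with 10 splits no share can fall under 0.1. Without the 68 scored genes that differed between the siRNAs, it still ranked first (-9.64). After regression on length and GC content, its carriers shifted by -0.045 ± 0.005 (standard error) where it lies in the 3′UTR and by -0.013 ± 0.004 where it lies elsewhere. Without the regression the medians were -0.009 and -0.010 (means -0.017 and -0.010), so that a greater shift with the sequence in the 3′UTR rests largely on the regression, and a seed-type effect of siCDO1C is left open. ACATCAA is also present in CDO1 transcripts, as are 10.8% of all sequences of 7 bases, so that its presence there adds little. No biological explanation was tested for this pattern.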

How the results depend on the processing

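The correction for trends with GC content and gene length, with and without the replicate block, and the readings marked as added were chosen after seeing the data. Where no cause is named below, the cause was not tested.

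With siCDO1A, the 2309 genes became 1369 with 1 edgeR fit of all 9 libraries, 1358 with the replicate block, 1279 with DESeq2 on all 9 libraries and 1107 at an adjusted p of 0.01, of which 1369, 1348, 1278 and 1107 were among the 2309. Across the fits that each left out 1 library there were 1292 to 3454, the highest without siCDO1A replicate 3. With siCDO1C, the 742 genes became 1525 with the correction for GC content and length, 1371 with this correction and the block, and 282 at an adjusted p of 0.01, and from 263 (without siCtrl replicate 3) to 2068 (without siCDO1C replicate 2) with 1 library left out. The 565 genes changed with both became 1148 and 1028 with the correction, without and with the block, of which 553 and 548 were among the 565, and 204 at an adjusted p of 0.01. They ranged from 209 (without siCtrl replicate 3) to 1045 (without siCDO1C replicate 2), with 207 and 561 of the 565 among them. Under the other alternatives these 3 counts stayed within a factor of 1.5. The lower counts at an adjusted p of 0.01 follow from the stricter threshold. The median log2 fold change of all genes stayed between -0.0236 and 0.0405 in every alternative.

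The 69 genes different between siCDO1A and siCDO1C became 128 with 1 edgeR fit of all 9 libraries, 147 without a filter on low counts, 121 with the replicate block, 195 with the correction for GC content and length, 350 with this correction and the block, 183 with DESeq2 on all 9 libraries and 24 at an adjusted p of 0.01. They ranged from 18 to 447, the highest without siCDO1C replicate 2.

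The 4 genes lower by over 1.3 with both siRNAs became 8 without a filter on low counts. They became 2 with protein-coding genes only, which excludes an antisense gene and a pseudogene. CDO1 was the 1 gene left with at least 10 counts in every library, with DESeq2, with DESeq2 on all 9 libraries, with shrunk fold changes and at an adjusted p of 0.01. Their number was from 1 to 4 with 1 library left out, with 1 without siCtrl replicate 1 or replicate 2. Read as a fold change over 1.3, 162 genes were higher and 137 lower, and past 1.3 on the log2 scale with at least 1 siRNA 26 were higher and 21 lower. With the last reading among genes changed with both siRNAs, added after seeing the data, 7 were higher and 8 lower. The 3 higher genes were 2 or 3 under every other alternative, leave-outs included, apart from an added reading that gave 4 (DESeq2 on all 9 libraries with shrunk fold changes).

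Of the genes of Fig. 6D, 9 were changed with both siRNAs at an adjusted p of 0.01, and from 8 (without siCtrl replicate 2) to 19 (without siCDO1C replicate 2) with 1 library left out. Of the genes of Fig. 6F, 7 were changed at an adjusted p of 0.01, and from 8 (without siCtrl replicate 1, siCtrl replicate 2 or siCDO1C replicate 1) to 18 (without siCDO1C replicate 2). The odds ratio of the ER list stayed past the threshold under every alternative, between 2.88 with 1 edgeR fit of all 9 libraries and 6.89 without a filter.

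Among the list tests, camera with the correlation estimated, which is a stricter test, left the ER list (medians -0.0757 and -0.103, adjusted p = 0.0762 for each siRNA), the ATF4 targets with siCDO1A (-0.0408, adjusted p = 0.135), the androgen response with siCDO1A (0.0932, adjusted p = 0.297) and DNA replication with siCDO1C (0.191, adjusted p = 0.135) short of the threshold. The ATF4 targets with siCDO1A also fell short with all 9 libraries in 1 fit (-0.0404, adjusted p = 0.0554). The same held with at least 10 counts in every library (-0.0416, adjusted p = 0.0571). Their median was from -0.0842 (without siCDO1A replicate 3, adjusted p = 0.116) to -0.0474 with 1 library left out. They fell short without siCtrl replicate 1 (adjusted p = 0.0538) or siCtrl replicate 3 (adjusted p = 0.0511) too. They passed with each of the other libraries left out.

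The ferroptosis list with siCDO1A passed by fry (-0.0387, adjusted p = 0.0245). With siCDO1C it fell short with the correlation estimated (-0.0486, adjusted p = 0.399), by fry (-0.0486, adjusted p = 0.11), with all 9 libraries in 1 fit (-0.0415, adjusted p = 0.0554), without a filter (-0.0392, adjusted p = 0.0684), with at least 10 counts in every library (-0.0479, adjusted p = 0.057) and with the correction for GC content and length without and with the block (-0.0516 and -0.0515, adjusted p = 0.057 and 0.0546). Its median was from -0.101 (without siCDO1C replicate 2) to -0.0093 (without siCDO1C replicate 1, adjusted p = 0.152) with 1 library left out.

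The interferon list with siCDO1A, not past the threshold, changed sign without a filter (0.0291) and with the correction and block (3.1e-04), and its median was from -0.0545 to 0.0083 with 1 library left out. With siCDO1C its median was from -0.0939 to 0.0467 (without siCtrl replicate 1). The cholesterol list passed with siCDO1A without a filter (0.128, adjusted p = 0.00361), with medians of 0.0933 to 0.156 with 1 library left out (the highest without siCDO1A replicate 3, adjusted p = 0.0105). With siCDO1C it passed without a filter (-0.114, adjusted p = 0.0193) and with the correction without and with the block (-0.123 and -0.125, adjusted p = 0.0252 and 0.0296), with medians of -0.134 (without siCDO1C replicate 2, adjusted p = 0.00236) to -0.079. The androgen response passed with siCDO1C without a filter (0.0519, adjusted p = 0.049), with medians of 0.0518 to 0.127 with 1 library left out, and it passed without siCDO1C replicate 2 (0.09, adjusted p = 0.0178).

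The cysteine, taurine and glutathione list with siCDO1C fell short with the correlation estimated (0.0378, adjusted p = 0.399), by fry (0.0378, adjusted p = 0.0752) and without a filter (0.0554, adjusted p = 1). Its median was from -0.0152 (without siCDO1C replicate 2, the reverse sign) to 0.0663 with 1 library left out. The list also fell short without siCtrl replicate 3 (adjusted p = 0.0534), siCDO1C replicate 1 (adjusted p = 0.15) or siCDO1C replicate 3 (adjusted p = 0.122). It passed with each of the other libraries left out.

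The replicate block took the call from MAGT1, RASGRP2, UBE2J1, DNAJC10, CCND1, ATF4 and CANX with siCDO1A, and from MAGT1, RASGRP2, UBE2G2 and TMPRSS11F with siCDO1C, and changed no other call among the genes named by the rule or the list tests against siCtrl. Of 1182 values of single genes named by the rule, with all libraries kept, 1109 kept their direction and their side of the threshold, 48 lost and 25 gained a call. With 3 libraries in each condition, leaving out 1 leaves 2, and the depth limits genes with few counts, such as RASGRP2, UBTFL1, TMPRSS11F, SLC4A1APP1 and ELOVL2-AS1.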

Differences from the paper's values

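No test of an explanation belongs to this part, and the readings marked as chosen after seeing the values are the only ones not set before the data were examined.

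With siCDO1A, 2309 genes were changed, against 1383 in the paper. Of the 16 alternatives set before the data were examined, 10 came within 1.5 times the paper's value: 1 edgeR fit of all 9 libraries (1369), the replicate block (1358), DESeq2 (1870), DESeq2 on all 9 libraries (1279), an adjusted p of 0.01 (1107), and the fits without siCtrl replicate 1 (1348), siCtrl replicate 2 (1292), siCtrl replicate 3 (2033), siCDO1A replicate 1 (1418) and siCDO1A replicate 2 (1336). The other 6, RLE size factors, no filter on low counts, at least 10 counts in every library, the setting legacy=FALSE, protein-coding genes only and the fit without siCDO1A replicate 3, did not.

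By over 1.3 on the log2 scale, 3 RNAs were higher with both siRNAs, against 6 in the paper, which counts RNAs past this limit with either siRNA. None of the 22 alternatives set before the data were examined came within 1.5 times the paper's value, and past the limit with at least 1 siRNA there were 26. Counting genes changed with both siRNAs and past the limit with at least 1 gave 7, the paper's RNAs and RASGRP2, and DESeq2 on all 9 libraries with shrunk fold changes read the same way gave 4 (ALCAM, CHPF, F2R and HIPK3); both readings were chosen after seeing the values.

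The paper does not list RASGRP2 among the RNAs with the largest rise, and here it was past the limit with both siRNAs (1.45 and 1.58), with few counts. The paper singles out SLC7A11 and CDH2 as greatly reduced. Here, TMPRSS11F (-2.0 and -1.53), SLC4A1APP1 (-2.17 and -2.96) and ELOVL2-AS1 (-1.67 and -1.69) were also lower by more than 1.3 with both siRNAs, and KRT80 (-1.48 and -1.10) and SYTL5 (-1.37 and -1.15), which were chosen after their values were seen, passed it with siCDO1A. With DESeq2 on all 9 libraries, shrunk fold changes and the reading chosen after seeing the values, the lower genes apart from CDO1 were CDH2, KRT80, SLC7A11 and SYTL5.

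The paper draws ERN1 and UBE2J1 in Fig. 6D and ERN1, THBS1, HSPA13 and CCND1 in Fig. 6F among the genes changed with both siRNAs, and with siCDO1C they were not past the threshold here (ERN1 -0.36, adjusted p = 0.0521; UBE2J1 -0.23, 0.0686; THBS1 -0.23, 0.0796; HSPA13 -0.27, 0.0693; CCND1 -0.20, 0.0916). DESeq2 on all 9 libraries called all 5 with both siRNAs, as did the fit without siCDO1C replicate 2 and, chosen after seeing the values, the correction for GC content and length with or without the replicate block. DESeq2 on the compared groups, with or without shrunk fold changes, called UBE2J1, THBS1 and CCND1, the fit without a filter called ERN1 and HSPA13, and ERN1 was also called with 1 edgeR fit of all 9 libraries, with protein-coding genes only and without siCDO1C replicate 1.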

Other observations

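The edgeR tests of TMPRSS2, KLK3 and ATF4 and the alternatives given for them were set before the data were examined. The splits of the libraries for the counts of genes and the simulation with shared controls were set up before their results were seen. So were the tests of GC content and length and of sites within the list for the ATF6 and XBP1 targets. The test of a trend with gene length in siCDO1C replicate 2 was set up in the same way. The sequences associated with siCDO1A were added to the test of sites later. The other tests in this part were chosen only after the result was seen.

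Of the 10 splits of the 6 libraries of each comparison with siCtrl, 1 gave as many genes as the real split, the real split itself, with siCDO1A and with siCDO1C. The other splits, those that part all 3 pairs of libraries with the same number included, gave 0 genes, with 206 to 2011 at an unadjusted p under 0.05 for siCDO1A and 215 to 1062 for siCDO1C. A share under 0.1 is not possible with 10 splits. For the genes changed with both siRNAs, 1 of 100 regroupings of the 9 libraries, the real one, gave as many, and the highest other had 24. The siCtrl libraries that the comparisons share were not enough to give shared genes in 50 simulations of unchanged groups, where the highest number was 0 (192 at an unadjusted p under 0.05).

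For the lists past the threshold, the real split had the smallest camera p of the 10 splits (1 of 10) for the ER list, the ATF6 and XBP1 targets, the ATF4 targets and DNA replication with each siRNA, for the androgen response with siCDO1A, and for the ATF6 and XBP1 targets between the siRNAs. For ferroptosis with siCDO1C, 4 of the 10 splits gave as small a p, and for the cysteine, taurine and glutathione list with siCDO1C 2 did. Other splits, which mix libraries of both conditions, gave small p-values too, and for the ATF6 and XBP1 targets with siCDO1C the real split gave 1.8e-31 and the smallest of the others 7.4e-11, so that camera's p-values were not read as error rates.

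The fall of the ATF6 and XBP1 targets with both siRNAs was set against 3 explanations. With trends with GC content and gene length removed, the largest adjusted p of the list was 2.9e-12, with or without the replicate block, which argues against these trends as the whole cause. Among the 34 genes of the list whose 3′UTRs hold neither GCAGTAC nor the 7-base sequences associated with siCDO1C, the medians were -0.204 with siCDO1A and -0.344 with siCDO1C, with 30 of the 34 lower with both. When genes with GTAAAAC or AAGGTTC, the sequences associated with siCDO1A, were left out too, the medians of the remaining 23 were -0.162 and -0.347, with 20 lower with both. Such sites in the genes of the list may thus add to the fall with siCDO1A, which was smaller without them, while the fall with siCDO1C was as large without them. A downstream effect of the control siRNA, through genes that it may lower in siCtrl cells, would move the list alike with both siRNAs, and with 40 of 44 genes lower with both it cannot be told apart from an effect of lower CDO1, since no other control was used here (the 3 columns of the count table that match no sample were used in no step). Between the siRNAs, where an effect of the control drops out, 36 of 44 genes were lower with siCDO1C (median -0.122), but the adjusted p was 0.0978 by fry and 0.214 with the correlation estimated, against 5.8e-09 by camera, so that this comparison does not settle it.

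Groups of 3 libraries were not tested for outliers, but siCDO1C replicate 2 lay apart from replicates 1 and 3. Its squared differences from them, scaled by counting error, averaged 13.2 and 13.1 per gene, against 2.65 between the other 2. Its deviation from the mean of the other siCDO1C libraries correlated with gene length across genes, which are not independent replicates (-0.484). The median of this deviation on the log2 scale was 0.182 in the quartile of the shortest genes and -0.178 in that of the longest. Its total of 13243375 counts lies within the range of the other libraries, and its level of CDO1, 2.815 CPM, lies far below every siCtrl library, which argue against depth and against a library exchanged with a siCtrl library. A trend with gene length may explain part of its distance, since 1525 genes were changed with siCDO1C when this trend and that with GC content were removed, a correction chosen after seeing the data. No biological explanation was tested.

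TMPRSS2 did not change past the threshold with siCDO1A (log2 fold change 0.10, adjusted p = 0.293 in edgeR) or siCDO1C (0.17, adjusted p = 0.2). All 6 siRNA libraries nevertheless lay above every siCtrl library for TMPRSS2 (123.8 to 134 CPM against 116 to 118.6 CPM). KLK3 was lower with both (-0.38, adjusted p = 0.00741, and -0.43, adjusted p = 0.0243), in all 6 siRNA libraries, with an adjusted p of up to 0.0544 with siCDO1A and 0.149 with siCDO1C when 1 library was left out. ATF4 was lower with siCDO1A (-0.18, adjusted p = 0.0275) and siCDO1C (-0.38, adjusted p = 0.0136), in all 6 siRNA libraries, and with siCDO1A its adjusted p was 0.15 with 1 edgeR fit of all 9 libraries, 0.115 with DESeq2 on all 9 libraries and 0.122 with the replicate block. With 1 library left out, its adjusted p reached 0.132 with siCDO1A and 0.109 with siCDO1C, both without siCtrl replicate 3.

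Between siCDO1C and siCDO1A, the cholesterol list had a median log2 fold change of -0.19 (21 of 24 genes lower, adjusted p = 4.4e-07 by camera, 0.0978 by fry). The androgen response list (-0.03, adjusted p = 0.0322) and the cysteine, taurine and glutathione list (-0.0036, adjusted p = 0.0467) passed by camera but not by fry (adjusted p = 0.234 for each). The ER list (-0.04, adjusted p = 0.0795), DNA replication (-0.02, adjusted p = 0.653), ferroptosis (-0.02, adjusted p = 0.251) and the interferon response (0.02, adjusted p = 0.556) were not past the threshold by camera. With trends with GC content and gene length removed, the ER list passed (-0.0394, adjusted p = 0.00655), while its adjusted p was 0.0702 with the replicate block, 0.234 by fry and 0.54 with the correlation estimated.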
